# Elucidation of an anaerobic pathway for metabolism of l-carnitine–derived γ-butyrobetaine to trimethylamine in human gut bacteria

**DOI:** 10.1073/pnas.2101498118

**Published:** 2021-08-06

**Authors:** Lauren J. Rajakovich, Beverly Fu, Maud Bollenbach, Emily P. Balskus

**Keywords:** microbiota, trimethylamine, l-carnitine

## Abstract

Trimethylamine (TMA) is an important gut microbial metabolite strongly associated with human disease. There are prominent gaps in our understanding of how TMA is produced from the essential dietary nutrient l-carnitine, particularly in the anoxic environment of the human gut where oxygen-dependent l-carnitine–metabolizing enzymes are likely inactive. Here, we elucidate the chemical and genetic basis for anaerobic TMA generation from the l-carnitine–derived metabolite γ-butyrobetaine (γbb) by the human gut bacterium *Emergencia timonensis*. We identify a set of genes up-regulated by γbb and demonstrate that the enzymes encoded by the induced γbb utilization (*bbu*) gene cluster convert γbb to TMA. The key TMA-generating step is catalyzed by a previously unknown type of TMA-lyase enzyme that utilizes a putative flavin cofactor to catalyze a redox-neutral transformation. We identify additional cultured and uncultured host-associated bacteria that possess the *bbu* gene cluster, providing insights into the distribution of anaerobic γbb metabolism. Lastly, we present genetic, transcriptional, and metabolomic evidence that confirms the relevance of this metabolic pathway in the human gut microbiota. These analyses indicate that the anaerobic pathway is a more substantial contributor to TMA generation from l-carnitine in the human gut than the previously proposed aerobic pathway. The discovery and characterization of the *bbu* pathway provides the critical missing link in anaerobic metabolism of l-carnitine to TMA, enabling investigation into the connection between this microbial function and human disease.

## Significance

Trimethylamine (TMA) is a disease-associated metabolite produced in the human body exclusively by microbes. Gut microbes generate TMA from essential nutrients consumed in the human diet, including l-carnitine. However, our understanding of the biochemical mechanisms involved in these transformations is incomplete. In this work, we define the biochemical pathway and genetic components in gut bacteria required for anaerobic production of TMA from γ-butyrobetaine, a metabolite derived from l-carnitine. This discovery identifies a new type of TMA-producing enzyme and fills a critical gap in our knowledge of l-carnitine metabolism to TMA in the anaerobic environment of the human gut. This knowledge will enable evaluation of the link between l-carnitine metabolism and human disease and the design of potential therapeutics.

The human gut microbiota collectively synthesizes an array of small molecule metabolites. The metabolic output of this microbial community varies substantially between individual human subjects, and specific metabolites are strongly associated with health and disease (1–3). In many cases, however, we lack both a molecular understanding of how gut microbial metabolites influence human physiology and how the metabolites themselves are produced. These gaps in knowledge limit our ability to establish causative effects of microbial metabolites in human disease and to develop microbiota-based strategies to improve human health. Identification of the specific organisms, genes, and enzymes responsible for metabolite production is needed to accurately profile specific metabolic functions in microbial communities, to experimentally investigate links to disease, and to modulate the metabolic output of the gut microbiota.

Trimethylamine (TMA) is a gut microbial metabolite that has been strongly associated with human disease. It is derived from gut microbial transformations of dietary nutrients including phosphatidylcholine, choline, l-carnitine, betaine, and TMA *N*-oxide (TMAO) (4–9). Microbially produced TMA is absorbed by the host in the gastrointestinal tract, enters hepatic circulation, and is oxidized to TMAO in the liver by the flavin-dependent monooxygenase FMO3 (10). Genetic mutations in the human *FMO3* gene lead to accumulation of TMA in the body, causing the metabolic disorder trimethylaminuria or fish malodor syndrome (11). In addition, elevated plasma levels of TMA and TMAO have been associated with multiple human diseases, including cardiovascular, chronic kidney, and nonalcoholic fatty liver diseases, obesity, type II diabetes, and colorectal cancer (12). Especially strong correlations between TMAO and its precursors have been demonstrated for cardiovascular disease (CVD). Elevated plasma levels of dietary TMA precursors were also associated with disease risk, but only when they co-occurred with elevated TMAO levels (6, 7, 9). Furthermore, oral administration of the TMA precursors phosphatidylcholine, choline, and carnitine to atherosclerosis-prone mice resulted in development of atherosclerotic plaques in a gut microbiota-dependent fashion (6, 7). Direct oral administration of TMAO in these mice similarly resulted in phenotypes of atherosclerosis (6). These observations suggest a causal role for TMAO in animal models of CVD and that gut microbial metabolism is a crucial factor contributing to pathogenesis. However, a causative role of TMA or TMAO in the development or exacerbation of complex diseases has not yet been definitively established in humans. Deciphering the contribution of TMA production to human disease clearly necessitates a better understanding of the gut microbial metabolic pathways that generate this small molecule.

l-Carnitine is an important dietary precursor to TMA, and its metabolism by gut microbes is associated with CVD (13). An essential nutrient for the host, l-carnitine plays a key role in fatty acid β-oxidation by transporting fatty acids across the mitochondrial membrane for metabolism (5, 14). Although it is produced endogenously, humans must uptake additional l-carnitine in the diet to support cellular function (5, 14). The major sources of l-carnitine are animal-based products, especially red meat (15), but it is also ingested as a supplement for enhanced physical performance (16, 17). In contrast to the host which cannot breakdown l-carnitine, gut bacteria metabolize this molecule in multiple ways. The most well-known conversion of l-carnitine involves the production of TMA; however, the human gut bacterium *Eubacterium limosum* was also recently reported to demethylate l-carnitine (18). Studies in rats and human subjects demonstrated that a large proportion of dietary l-carnitine is converted to TMA and that this metabolism is dependent on the gut microbiota (7, 19, 20). In addition, these studies noted accumulation of an intermediate metabolite identified as γ-butyrobetaine (γbb) that was produced by the gut microbiota (19–21). Furthermore, γbb was shown to be a proatherogenic metabolite in mouse models like its precursor l-carnitine (21). The well-characterized metabolic pathway that converts l-carnitine to γbb is encoded by the *cai* gene operon (Fig. 1) and is used during anaerobic respiration by facultative anaerobic Proteobacteria such as *Escherichia coli*, *Salmonella typhimurium*, and *Proteus mirabilis* (5). The microbial genes and enzymes that are responsible for generating TMA from l-carnitine–derived γbb, however, are not fully elucidated.

**Fig. 1.**
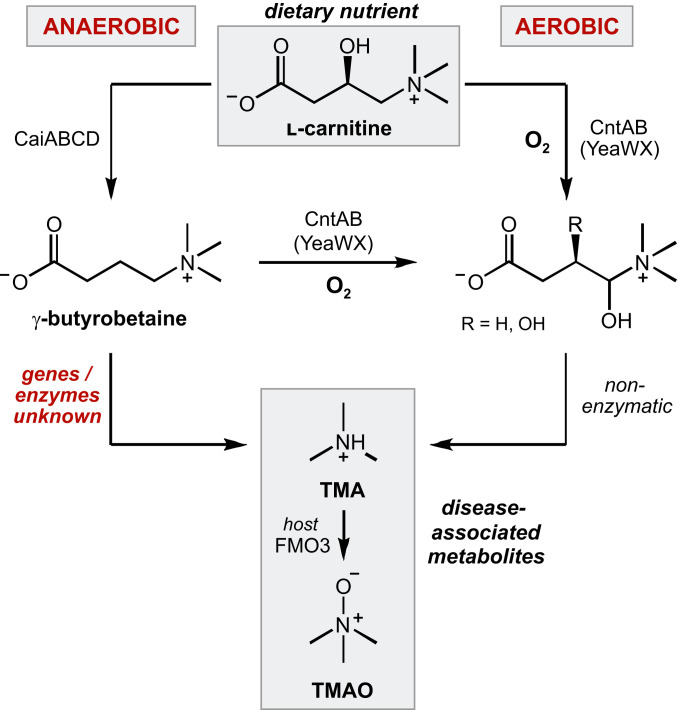
Anaerobic and aerobic bacterial metabolic pathways producing TMA from l-carnitine.

Specifically, there is a significant gap in our understanding of the molecular basis for TMA production from l-carnitine and γbb precursors under anaerobic conditions. Select facultative anaerobic Proteobacteria and Actinobacteria possess an iron-dependent Rieske-type monooxygenase (CntA) that can directly convert l-carnitine to TMA (21–23). This enzyme uses dioxygen to hydroxylate l-carnitine at the C4 position, followed by nonenzymatic formation of an aldehyde through elimination of TMA (Fig. 1). Whereas l-carnitine was the only substrate tested for activity with CntA from *Acinetobacter* *baumannii* (22), the *E. coli* homolog, also known as YeaW (71% amino acid identity), was shown to produce low levels of TMA from both l-carnitine and γbb (21). Although CntA activity was originally proposed to represent the major mechanism for conversion of l-carnitine to TMA by the human gut microbiota, this conclusion has been called into question. This enzyme strictly requires dioxygen for catalysis; however, dioxygen levels in the colon lumen are <1 mm Hg (24). In addition, a study in humans showed that plasma TMAO levels after a carnitine challenge were not correlated with *cntA* gene abundance in gut microbiomes (25). Notably, TMA production from l-carnitine and γbb was demonstrated in anaerobic ex vivo incubations of mice cecal and colon tissues (21). Finally, the human gut isolate *Emergencia timonensis*, an obligate anaerobe that does not encode a CntA homolog, was recently found to metabolize γbb to TMA under strictly anaerobic growth conditions (13). Collectively, this information indicates the existence of an as-yet-uncharacterized anaerobic pathway for γbb metabolism in the human gut microbiota.

We present here the identification and characterization of the metabolic pathway, genes, and enzymes responsible for anaerobic TMA production from γbb in *E. timonensis*. The enzyme catalyzing the key C–N bond cleavage reaction that generates TMA is a flavin-dependent, acyl-coenzyme A (CoA) dehydrogenase-like enzyme that uses the activated CoA thioester of γbb as its substrate. This chemically challenging reaction generates the intermediate crotonyl-CoA, which is further metabolized by *E. timonensis* for anaerobic respiration and as a source of carbon and energy. Homologous gene clusters for γbb metabolism are present in other cultured and uncultured host-associated bacteria from the Clostridiales order. We find that anaerobic γbb metabolism is prevalent in human gut microbiomes and is likely a major underappreciated contributor of l-carnitine–derived TMA. Together, this work expands our knowledge of TMA-producing enzymes, pathways, and organisms, providing a more complete understanding of microbial TMA production in the anoxic human gut. These findings identify potential targets for manipulation of this microbial function and will help resolve the major dietary and microbial contributors to TMA production.

## Results

### γbb Induces Expression of a Candidate Gene Cluster in *E. timonensis* SN18.

Only a single cultured bacterium, a human fecal isolate of *E. timonensis*, has been reported to produce TMA from γbb under anaerobic conditions (13). We began our efforts to identify the genes and enzymes responsible for γbb metabolism by testing the type strain *E. timonensis* SN18 for this activity. Indeed, anaerobic cultures of *E. timonensis* SN18 supplemented with γbb demonstrated complete consumption of this substrate and production of a stoichiometric amount of TMA (*SI Appendix*, Fig. S1). When the cultures were supplemented with [*N*-(CD_3_)_3_]-γbb, deuterium-labeled TMA was detected by liquid chromatography–tandem mass spectrometry (LC–MS/MS) (*SI Appendix*, Fig. S1), confirming its origin from γbb. Resting cell suspensions of *E. timonensis* SN18 also fully converted γbb to TMA (Fig. 2*A*). However, this activity was only observed when the cells had been cultured in medium containing γbb; resting cell suspensions of *E. timonensis* SN18 cultured in the absence of γbb were unable to consume γbb and did not generate TMA (Fig. 2*A*). Together, these results suggest that γbb induces expression of the genes involved in its metabolism.

**Fig. 2.**
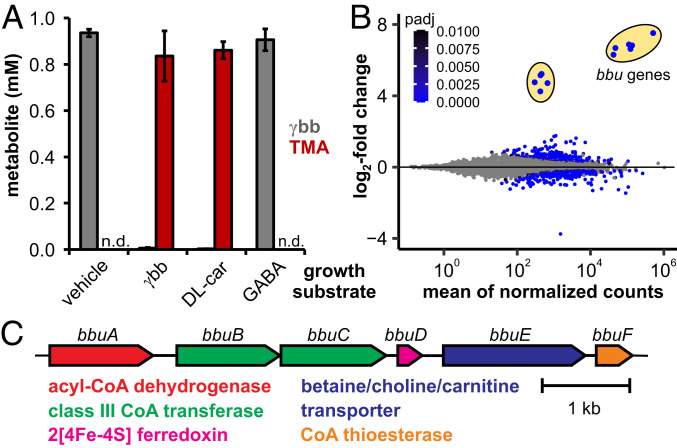
γbb induces expression of the *bbu* gene cluster in *E. timonensis* SN18. (*A*) Bar plots of γbb and TMA concentrations after a 3-h incubation of 1 mM γbb in resting cell suspensions of *E. timonensis* SN18 previously cultured in media supplemented with 1 mM γbb, dl-carnitine, GABA, or 1× PBS (vehicle). Error bars represent the SD from the mean of three biological replicates. (*B*) Differential gene expression from *E. timonesis* SN18 cultures supplemented with γbb or treated with a vehicle at an OD = 0.7, plotted against the mean of normalized counts from three biological replicates. The two sets of differentially up-regulated genes are circled in yellow. Genes with an adjusted *P* > 0.01 (Wald test) comparing γbb- and vehicle-induced cells are represented by gray circles. (*C*) The *bbu* gene cluster and automated protein function annotations.

We also evaluated the ability of *E. timonensis* SN18 to metabolize dl-carnitine and γ-aminobutyric acid (GABA), close structural homologs of γbb. Neither of these substrates was consumed during growth (*SI Appendix*, Fig. S1) nor in resting cell suspensions of cultures supplemented with γbb (*SI Appendix*, Fig. S1). Next, we tested whether these substrate analogs could induce expression of the γbb metabolic enzymes. Resting cell suspensions of cultures supplemented with GABA did not exhibit γbb metabolism; however, resting cell suspensions from cultures supplemented with dl-carnitine did convert γbb to TMA (Fig. 2*A*). Thus, while dl-carnitine appears to induce expression of the genes responsible for γbb metabolism in *E. timonensis*, the metabolic enzymes are unable to use dl-carnitine as a substrate for TMA generation.

The inducible metabolism of γbb in *E. timonensis* SN18 suggested that the genes involved in this pathway could be discovered using RNA-sequencing (RNA-seq). 

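The RNA-seq experiment was done in 2 trials with 3 biological replicates per condition, 18 libraries in all. In trial A (Fig. 2B), γbb or vehicle (phosphate-buffered saline) was added to 15 mL anaerobic cultures at an optical density of 0.7. In trial B (SI Appendix, Fig. S2), γbb, DL-carnitine, GABA or vehicle was added at an optical density of 0.5. DL-carnitine differs from γbb by a hydroxyl group on the carbon chain, and GABA has a primary amine where γbb has a trimethylammonium group. Cells were harvested 45 min after the addition. The methods give the same dose for all 3 compounds, but the stated volume and concentration of the stock do not yield the stated final concentration, so no dose is given for the values that follow. Libraries were made by RNAtag-Seq, in which barcoded adapters are ligated to the RNA so that samples can be pooled and the strand of each read is kept. Ribosomal RNA was depleted, reads were aligned with BWA, and reads per feature were counted with custom scripts. The deposited table lists 13180 features in RPKM, of which 4322 are coding sequences, and the others are antisense strands, intergenic regions and structural RNAs. The paper's text does not give the formula behind these RPKM values, so it was worked out from the table. Each value is the number of reads divided by the length in bases and by the library size, where the size is the reads in coding sequences plus 1000000, scaled to 1000000 reads. The values are thus 1000 times smaller than RPKM per kilobase. Read numbers recovered this way were whole, within 0.05 of a read, for at least 99.85% of the values below 2000 reads in every library. Reads in coding sequences ranged from 7027701 to 10640173 (median 8150106) per library in vehicle cultures of trial A and from 11047057 to 14335364 (median 13024772) in γbb cultures. In trial B they ranged from 7843944 to 9382767 (median 7979586) with vehicle, from 8057231 to 10693641 (median 9682804) with γbb, from 6155635 to 8679972 (median 6216631) with DL-carnitine and from 3838633 to 10465402 (median 9859376) with GABA. Expression is given as CPM, the counts of a gene per 1000000 reads: the deposited value times the length, divided by median-of-ratios size factors within each trial. Log2 fold changes were estimated with limma on log2(CPM + 0.1) for coding sequences with a mean of at least 1 CPM in the trial, 3692 in trial A and 3663 in trial B. Tests were two-sided, with Benjamini-Hochberg adjustment and the threshold of 0.01 on adjusted p that the paper uses. The 4 conditions of trial B shared 1 estimate of spread, and their comparisons share the same 3 vehicle libraries. Pearson's r of log2 CPM between replicates was 0.982 to 0.997 across 2809 genes, which are not independent of each other.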

Only two sets of genes were both highly and differentially expressed in γbb-induced cultures compared to control cultures grown in the absence of γbb (Fig. 2*B* and Dataset S1). 

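In trial A, 11 genes rose with γbb by a log2 fold change of at least 2. They were the 6 adjacent genes of the bbu cluster (BN6539_RS08385 to BN6539_RS08410), 4 adjacent genes annotated for riboflavin synthesis (BN6539_RS20350 to BN6539_RS20365) and BN6539_RS14920, which encodes a short hypothetical protein. Both gene sets were picked by the study on the libraries of this trial, so the counts of 6 of 6 and 4 of 4 genes higher are not independent evidence. By mean CPM in γbb cultures, the bbu genes ranked between 2 and 15 of the 3692 genes tested, while the riboflavin genes ranked between 1067 and 1720. BN6539_RS14920 had 80.5 ± 8.39 CPM (SD, n = 3) with γbb and 0.756 ± 0.573 CPM with vehicle, a log2 fold change of 6.93 (standard error 0.55, adjusted p = 1.02e-05 from limma). Heat-shock genes were among the next largest rises. Of 18 genes of chaperones and the heat-shock response, 9 rose, 1 fell and 8 did not pass the test. Membership rests on the annotation, and the list also holds an iron chaperone (BN6539_RS16070). The list was higher as a set (camera, adjusted p = 2.57e-05), with adjusted p = 0.436 with an estimated correlation. HrcA (BN6539_RS13935), the repressor of heat-shock operons, had 154 CPM with γbb and 43.1 CPM with vehicle, a log2 fold change of 1.84 (standard error 0.10, adjusted p = 8.16e-07 from limma). The chaperones HtpG (BN6539_RS19640), DnaK (BN6539_RS13945) and GroEL (BN6539_RS07515) rose by 1.80, 1.67 and 1.42 on the log2 scale. Of 12 genes of the F0F1 ATP synthase, 7 rose, led by subunit A (BN6539_RS02670) at 0.84, and none fell. As a set they were higher (camera, adjusted p = 0.00622), with adjusted p = 0.181 with an estimated correlation. The set missed the threshold without vehicle replicate 1 (camera, adjusted p = 0.0107) and for genes with a mean of at least 5 CPM (camera, adjusted p = 0.0130). The largest fall was that of BN6539_RS08380, the gene next to bbuA, at −3.86 (standard error 0.06, adjusted p = 1.02e-11 from limma). Among abundant genes, ornithine aminomutase (BN6539_RS02490) fell by 1.23 and BN6539_RS02505, annotated as a dihydrodipicolinate reductase, fell by 1.49 on the log2 scale. BN6539_RS02485, BN6539_RS02495 and BN6539_RS02500, whose locus tags lie in the same run, fell with them. All were among the 10 largest falls of genes with a mean of at least 10 CPM and no overlap between the groups. In all, 324 genes were higher and 298 were lower with γbb (317 and 301 with limma-voom). Without scaling between libraries 827 passed, 21.0% of them higher, and without the trend of variance 196 passed. Of the tested genes, 45.5% had no overlap between the groups, against 10% by chance, and 60 of the called genes changed by at least 1 on the log2 scale. The number higher was 204 without γbb replicate 1, 185 without γbb replicate 2 and 211 without vehicle replicate 1, and the number lower was 188 without γbb replicate 1, 163 without γbb replicate 2, and 173, 157 and 196 without vehicle replicates 1, 2 and 3.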

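DL-carnitine raised all 6 bbu genes in trial B. The acyl-CoA dehydrogenase gene bbuA (BN6539_RS08385) had 58186 ± 9351 CPM (SD, n = 3) with DL-carnitine and 774 ± 220 CPM with vehicle, a log2 fold change of 6.26 (standard error 0.16, adjusted p = 1.38e-12 from limma). The smallest rise among the 6 was that of the thioesterase gene bbuF (BN6539_RS08410), at 5.09. As a set, which the study picked in trial A, the 6 genes were higher than other genes (camera, adjusted p = 4.37e-28, and adjusted p = 0.0239 with an estimated correlation). With GABA, bbuA had 1197 ± 19.1 CPM, a log2 fold change of 0.66 (95% interval 0.33 to 1.00, adjusted p = 0.0646), and the other 5 bbu genes had log2 fold changes of 0.44 to 0.55. None of these passed the test over all genes, although all 6 did when adjusted over the list alone, and as a set they were higher (camera, adjusted p = 1.46e-06, and adjusted p = 0.417 with an estimated correlation). In the direct comparison of DL-carnitine with GABA, bbuA was higher with DL-carnitine by 5.59 on the log2 scale (95% interval 5.25 to 5.93, adjusted p = 4.78e-12 from limma). In all, 23 genes were higher and 21 lower with DL-carnitine (24 and 24 with limma-voom). Without scaling between libraries 289 passed, 5.19% of them higher, and without the trend of variance 12 passed. With GABA, no gene passed in limma or in limma-voom, and 610 genes had an unadjusted p under 0.05. The groups did not overlap for 26.7% of genes with DL-carnitine and for 20.4% with GABA, against 10% by chance. The calls with GABA and the numbers of genes depend on vehicle replicate 1, in which bbuA had 1027 CPM, against 661 and 633 CPM in the other vehicle libraries of trial B. Without it, all 6 bbu genes passed with GABA, at log2 fold changes of 0.62 to 0.89 (adjusted p from 2.43e-04 to 0.00129 in limma), 67 genes were higher and 30 lower with GABA, and 138 were higher and 103 lower with DL-carnitine. The numbers higher and lower with DL-carnitine were 9 and 1 without DL-carnitine replicate 2, 7 and 0 without DL-carnitine replicate 3, 7 and 1 without vehicle replicate 2, and 8 and 1 without vehicle replicate 3.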

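Of the 4 riboflavin genes, ribD (BN6539_RS20350), which encodes a deaminase and reductase of the pathway, passed the test with DL-carnitine. Its level was 4.75 ± 1.06 CPM (SD, n = 3) with DL-carnitine and 1.16 ± 0.369 CPM with vehicle, a log2 fold change of 1.97 (standard error 0.28, adjusted p = 0.00212 from limma). The genes for riboflavin synthase (BN6539_RS20355), ribBA (BN6539_RS20360) and ribH (BN6539_RS20365) had log2 fold changes of 1.60, 1.17 and 1.20, with adjusted p of 0.17, 0.0126 and 0.0766 from limma. When adjusted over the list alone, which the study picked in trial A, 2 of the 4 passed. As a set they were higher with DL-carnitine (camera, adjusted p = 0.00127), with adjusted p = 0.051 with an estimated correlation and 0.011 without vehicle replicate 1. With GABA, the lowest adjusted p among the 4 genes was 0.438 in limma. The direct comparison of γbb with DL-carnitine, at the same stated dose and time, gave 18 genes higher and 6 lower with γbb (22 and 5 with limma-voom). Leaving out any 1 of the 6 libraries gave 4 to 11 higher and 1 to 3 lower. Of the riboflavin genes, 3 passed, with ribBA higher with γbb by 2.51 on the log2 scale (standard error 0.23, adjusted p = 9.11e-05 from limma), ribD by 2.35 (adjusted p = 7.39e-04) and ribH by 2.44 (adjusted p = 0.00752). Riboflavin synthase was higher by 2.66 (95% interval 1.13 to 4.20), with adjusted p = 0.0505 from limma and 0.00514 from limma-voom. For bbuA the difference was 0.61 (95% interval 0.27 to 0.95, adjusted p = 0.0434), and for the other 5 bbu genes it was 0.36 to 0.40 (adjusted p from 0.109 to 0.18 in limma), so none passed, which does not show that the 2 compounds act alike on the cluster. As a set they were higher with γbb (camera, adjusted p = 3.72e-04, and adjusted p = 0.395 with an estimated correlation). The heat-shock genes HrcA (BN6539_RS13935) and DnaK (BN6539_RS13945) were higher with γbb than with DL-carnitine by 0.81 and 0.56. Other members of that list did not all follow. Against vehicle, log2 fold changes with γbb and with DL-carnitine were 0.27 and −0.03 for GroEL (BN6539_RS07515). For the Hsp90 genes BN6539_RS11670 and BN6539_RS07785 they were 0.15 and 0.15, and −0.22 and 0.04. BN6539_RS08380, the gene next to bbuA, was lower with γbb than with DL-carnitine, at −2.54 (standard error 0.19, adjusted p = 1.32e-05 from limma). The ribD call with DL-carnitine was lost without DL-carnitine replicate 2 (1.80, adjusted p = 0.0119 from limma), DL-carnitine replicate 3 (2.06, adjusted p = 0.0101) or vehicle replicate 2 (1.71, adjusted p = 0.0103), and ribBA passed without vehicle replicate 1 (1.19, adjusted p = 0.00829). The ribH difference between γbb and DL-carnitine missed the threshold without any 1 of the 6 libraries (2.01 to 2.71, adjusted p from 0.0124 to 0.0511 in limma).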

As expected from our previous cell-based activity experiments, expression of these genes was also up-regulated in cells grown with dl-carnitine, but not with GABA (*SI Appendix*, Fig. S2 and Dataset S1). 

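Ranked by log2 fold change with γbb, bbuA, bbuB and bbuC held places 1, 2 and 3 of 3692 genes in trial A, and bbuD, bbuE and bbuF held places 5, 6 and 9. In trial B the 6 genes held places 1 to 6 of 3663, both with γbb and with DL-carnitine. With GABA their places lay between 71 and 204. The 6 genes follow each other on the same strand in the annotation of the deposited table. In the coordinates of Dataset S5, bbuA (BN6539_RS08385) spans positions 1547664 to 1548845 of its contig, bbuB (BN6539_RS08390) spans 1549117 to 1550295 and bbuC (BN6539_RS08395) spans 1550311 to 1551513. The genes on both sides lie on the opposite strand and did not rise with them. Upstream of bbuA, BN6539_RS08380, which encodes a hypothetical protein, had the largest fall of all tested genes with γbb in both trials. It had 15.9 ± 6.34 CPM (SD, n = 3) with γbb and 249.5 ± 4.23 CPM with vehicle in trial B, a log2 fold change of −4.04 (standard error 0.19, adjusted p = 4.31e-09 from limma). With DL-carnitine it had 88.6 ± 12.4 CPM and a log2 fold change of −1.50 (standard error 0.19, adjusted p = 9.57e-04 from limma), and without DL-carnitine replicate 3 this was −1.39 with adjusted p = 0.0101. With GABA it had 273 ± 5.54 CPM, a log2 fold change of 0.13 (adjusted p = 0.791 from limma). Downstream of bbuF, BN6539_RS08415, annotated as a spore germination protein, had at most 0.661 CPM in any library and was below the level tested.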

The most differentially up-regulated genes are colocalized in the *E. timonensis* SN18 genome within a region we designate the γbb utilization (*bbu*) gene cluster (Fig. 2*C*). This six-gene cluster encodes a predicted flavin-dependent acyl-CoA dehydrogenase (*bbuA*), two class III CoA transferases (*bbuB* and *bbuC*), a di-[4Fe-4S]-cluster ferredoxin (*bbuD*), a betaine/carnitine/choline transporter (*bbuE*), and an acyl-CoA thioesterase (*bbuF*). 

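The bbu genes were among the most abundant transcripts of cells given γbb. In trial A, bbuA had 89309 ± 3769 CPM (SD, n = 3) with γbb and 445 ± 24.4 CPM with vehicle, a log2 fold change of 7.65 (standard error 0.07, adjusted p = 1.58e-14 from limma). The CoA transferase gene bbuB had 19453 ± 368 CPM with γbb and 149 ± 14.8 CPM with vehicle, a log2 fold change of 7.03. The other CoA transferase gene, bbuC, had 23725 ± 774 CPM and 194 ± 7.98 CPM, a log2 fold change of 6.93. The ferredoxin gene bbuD had 8304 ± 145 CPM and 74.7 ± 3.67 CPM, a log2 fold change of 6.80. The thioesterase gene bbuF had 7361 ± 77.4 CPM and 87.1 ± 1.55 CPM, a log2 fold change of 6.40. These log2 fold changes had standard errors of 0.05 to 0.07 and adjusted p of at most 5.39e-14 from limma. The 6 genes together took 0.135 ± 0.00589% (SD, n = 3) of the reads in coding sequences in vehicle cultures and 17.5 ± 0.247% in γbb cultures of trial A. In trial B their share was 0.235 ± 0.0616% with vehicle, 16.9 ± 0.109% with γbb, 12.2 ± 1.70% with DL-carnitine and 0.355 ± 0.00393% with GABA. The gene bbuA alone took 9.22 ± 0.299% of these reads in γbb cultures of trial A.

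**Figure D1:**
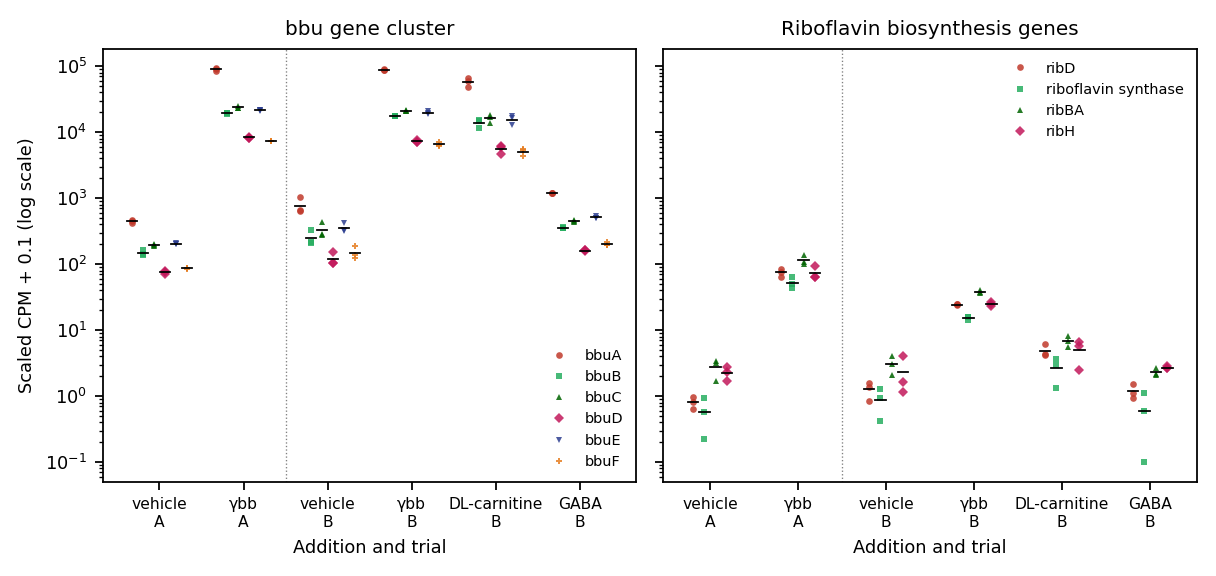
Scaled CPM plus 0.1 (log scale) of the 6 bbu genes and the 4 riboflavin genes in each library, by addition and trial. Points are libraries and black lines are means of 3 libraries. The bbu genes lie far above vehicle with γbb and with DL-carnitine, and the riboflavin genes lie far above vehicle with γbb, with the means of DL-carnitine in between.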

The second set of genes up-regulated in γbb-induced cells encodes for predicted riboflavin biosynthesis enzymes (Dataset S1), which likely support cofactor biosynthesis for the enzyme encoded by *bbuA*. 

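All 4 riboflavin genes rose with γbb in both trials. They lie next to each other in the annotation and encode the enzymes that lead to riboflavin, the precursor of the flavin cofactors FMN and FAD. In trial A, ribD (BN6539_RS20350) had 75.0 ± 10.1 CPM (SD, n = 3) with γbb and 0.711 ± 0.172 CPM with vehicle, a log2 fold change of 6.55 (standard error 0.20, adjusted p = 3.61e-09 from limma). Riboflavin synthase (BN6539_RS20355) had 52.2 ± 11.1 CPM with γbb and 0.483 ± 0.366 CPM with vehicle, a log2 fold change of 6.70 (standard error 0.44, adjusted p = 2.29e-06). The gene ribBA (BN6539_RS20360), whose product starts both branches of the pathway, had 115 ± 19.3 CPM and 2.63 ± 0.929 CPM, a log2 fold change of 5.45. The lumazine synthase gene ribH (BN6539_RS20365) had 72.9 ± 16.7 CPM and 2.16 ± 0.534 CPM, a log2 fold change of 5.02. In trial B, the levels with γbb were 24.2 ± 0.44 CPM for ribD, 15.3 ± 0.852 CPM for riboflavin synthase, 38.3 ± 1.67 CPM for ribBA and 24.7 ± 2.01 CPM for ribH. The log2 fold changes there were 4.32, 4.26, 3.68 and 3.64, with adjusted p of at most 0.00168 from limma. The set, which the study picked in trial A, so that its rise there is not independent evidence, was higher than other genes in trial A (camera, adjusted p = 5.91e-07, and adjusted p = 0.0854 with an estimated correlation) and in trial B (camera, adjusted p = 4.31e-07, and adjusted p = 0.0192 with an estimated correlation). BN6539_RS20660, annotated for the conversion of riboflavin to FMN and FAD, had a log2 fold change of −0.11 in trial A (adjusted p = 0.496 from limma). Riboflavin synthase in trial B missed the threshold without γbb replicate 3 (4.24, adjusted p = 0.0114 from limma) or with 0.02 CPM added (4.43, adjusted p = 0.0122).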

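In trial B, as in trial A, 11 genes rose with γbb by a log2 fold change of at least 2: the 6 bbu genes, the 4 riboflavin genes and BN6539_RS14920. Leaving out any 1 γbb or vehicle library gave 10 to 16 such genes in trial B, and 11 each time in trial A. The hypothetical protein gene BN6539_RS14920 had 50.0 ± 25.4 CPM (SD, n = 3) with γbb, 36.2 ± 18.3 CPM with DL-carnitine and 1.02 ± 0.256 CPM with vehicle. Its log2 fold change was 5.39 (standard error 0.40, adjusted p = 9.88e-07 from limma) with γbb and 4.88 (adjusted p = 5.00e-06, and 0.015 in limma-voom) with DL-carnitine. In all, 125 genes were higher and 131 lower with γbb in trial B (160 and 150 with limma-voom), with a median size of 0.48 on the log2 scale. Without scaling between libraries 356 passed, 13.8% of them higher, and without the trend of variance 127 passed. The groups did not overlap for 37.6% of genes, against 10% by chance. Of the genes tested in both trials, 103 were higher and 95 lower with γbb in both, where 11.2 and 10.8 would be shared if the calls were independent, and none was called in opposite directions. A 4-hydroxy-tetrahydrodipicolinate synthase gene (BN6539_RS00440) rose in both trials, at 1.49 in trial A and 1.82 in trial B. The list of 8 genes of lysine and diaminopimelate synthesis, which does not hold that gene, had 3 higher, 1 lower and 4 that did not pass in trial A, and 1 higher, 2 lower and 5 that did not pass in trial B. As a set it did not pass in limma's camera test in trial A (adjusted p = 0.437) or in trial B (adjusted p = 0.590). Its members BN6539_RS00430, annotated as an N-acetyltransferase, and BN6539_RS02505, annotated as a dihydrodipicolinate reductase, had log2 fold changes of 1.65 and −0.85 in trial B (adjusted p = 6.99e-04 and 9.69e-04 from limma). Membership in the list rests on the annotation alone. Of 21 aminoacyl-tRNA ligases, 1 was higher and 6 were lower in trial B, and the set was lower (camera, adjusted p = 0.00398, and adjusted p = 0.153 with an estimated correlation). Of 12 F0F1 ATP synthase genes, 4 were higher and the set was higher in trial B (camera, adjusted p = 0.00614, adjusted p = 0.0787 with an estimated correlation, 0.0143 without γbb replicate 3, 0.0115 for genes with a mean of at least 5 CPM and 0.0187 with only γbb and vehicle fitted). In the direct comparison with GABA, 152 genes were higher and 100 lower with γbb, and bbuA was higher by 6.20 (95% interval 5.86 to 6.54, adjusted p = 1.73e-12 from limma). Leaving out any 1 library gave 53 to 80 higher and 41 to 50 lower in that comparison. Without scaling between libraries 383 genes passed in it, 10.2% of them higher with γbb. Against vehicle in trial B, the numbers higher and lower were 49 and 58 without γbb replicate 1, 73 and 65 without γbb replicate 2, 41 and 38 without γbb replicate 3, 233 and 173 without vehicle replicate 1, 53 and 47 without vehicle replicate 2, and 44 and 45 without vehicle replicate 3.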

The highly specific transcriptional response to γbb suggested that the *bbu* gene cluster was involved in γbb metabolism. In addition, the presence of a gene encoding a transporter for trimethylammonium-containing compounds (*bbuE*) was consistent with this hypothesis.

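The gene bbuE (BN6539_RS08405), which the deposited table annotates as a hypothetical protein, rose with γbb and with DL-carnitine. It had 21422 ± 254 CPM (SD, n = 3) with γbb and 204 ± 3.88 CPM with vehicle in trial A, a log2 fold change of 6.72 (standard error 0.05, adjusted p = 6.67e-15 from limma). In trial B it had 19780.1 ± 1159.6 CPM with γbb, 15503 ± 2361 CPM with DL-carnitine, 516 ± 23.2 CPM with GABA and 355 ± 56.4 CPM with vehicle. The log2 fold changes were 5.81 with γbb and 5.45 with DL-carnitine (standard error 0.12 for both, adjusted p = 3.07e-13 and 7.36e-13 from limma). With GABA it was 0.55 (95% interval 0.30 to 0.80, adjusted p = 0.0473), and without vehicle replicate 1 it passed, at 0.68. Of the 4 other genes annotated for transport of betaine, none rose and 1 fell with γbb in either trial. That gene, the ATP-binding protein BN6539_RS14570 of a proline and glycine betaine transporter, had a log2 fold change of −0.70 in trial A and −0.71 in trial B (adjusted p = 3.47e-06 and 6.99e-04 from limma). As a set, the 4 genes did not pass in trial A (camera, adjusted p = 0.479) or in trial B (camera, adjusted p = 0.591). From the specific response of the cluster to γbb and the annotation of bbuE as a transporter, the paper proposes that the bbu genes take part in γbb metabolism.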

### The CoA Transferases BbuB/C Initiate γbb Metabolism via Formation of a γbb-CoA Thioester.

Based on the predicted annotations of the *bbu* genes, we hypothesized that γbb would be initially activated for subsequent TMA elimination through formation of a CoA thioester. The conversion of a carboxylic acid to a thioester is a common first step in many metabolic pathways as it lowers the p*K*_a_ of the C_α_-protons, facilitating further reactions (26, 27). Indeed, in resting cell suspensions incubated with γbb, a metabolite was detected by liquid chromatography–mass spectrometry (LC–MS) with a peak retention time and mass-to-charge ratio (895.5 *m/z*, [M+H]^+^) matching those of a γbb-CoA standard (Fig. 3*A* and *SI Appendix*, Fig. S3). The origin of this metabolite was confirmed by incubating cell suspensions with deuterium-labeled 2,2,3,3,4,4-D_6_-γbb (D_6_-γbb), which led to an increase of 6 Da (901.5 *m/z*, [M+H]^+^) for the assigned γbb-CoA peak (Fig. 3*A* and *SI Appendix*, Fig. S3). These results support the hypothesis that γbb metabolism proceeds via a CoA thioester intermediate.

**Fig. 3.**
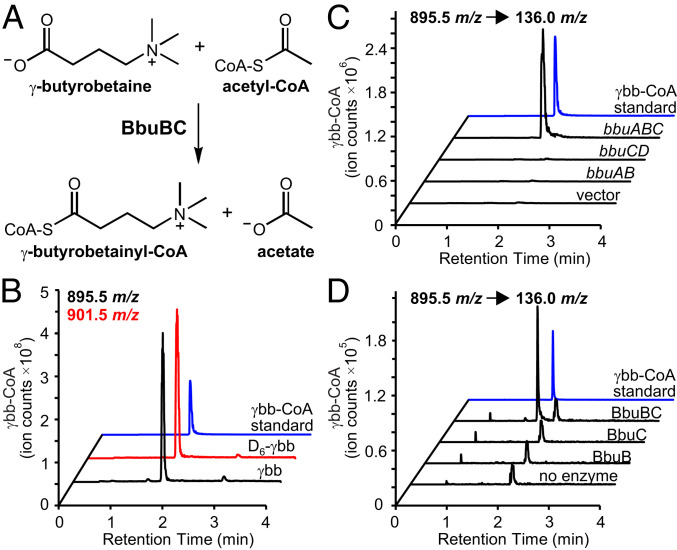
γbb-CoA is the first intermediate in γbb metabolism. (*A*) Chemical reaction catalyzed by the BbuB and BbuC proteins. (*B*) LC–MS extracted ion chromatograms of γbb-CoA ([M+H]^+^ = 895.5 *m/z*) and D_6_-γbb-CoA ([M+H]^+^ = 901.5 *m/z*) from extracts of *E. timonensis* cell suspensions incubated for 40 min with γbb (black) or D_6_-γbb (red), respectively, compared to a γbb-CoA standard (blue). (*C*) LC–MS/MS selected ion chromatograms (SIC) of the 136.0 *m/z* fragment ion of γbb-CoA produced from a 1-h incubation of γbb and acetyl-CoA with crude lysate of *E. coli* constitutively expressing *bbu* genes or empty vector. (*D*) LC–MS/MS SIC of the 136.0 *m/z* fragment ion of γbb-CoA produced from a 1-h incubation of γbb and acetyl-CoA with purified recombinant proteins. *SI Appendix*, Fig. S3 shows relative amounts of γbb-CoA from three biological replicates of experiments described for *C* and *D*.

We next investigated whether two CoA transferases encoded by the *bbu* gene cluster, BbuB and BbuC, are directly involved in γbb-CoA production. These proteins both belong to the class III CoA transferase family but only share 30% amino acid sequence identity with one another. Indeed, γbb-CoA was detected from incubations of γbb with crude lysate of *E. coli* cells constitutively expressing the first three genes of the cluster (*bbuABC*) (Fig. 3*B*). Interestingly, γbb-CoA was not detected when either of the two CoA transferase genes was expressed alone (Fig. 3*B*). Production of γbb-CoA was also observed when recombinant, purified BbuB and BbuC were added together with γbb to lysate of *E. coli* transformed with empty vector (*SI Appendix*, Fig. S3) but, again, only when both proteins were present. The requirement for both CoA transferase proteins was also confirmed in vitro. In these experiments, the BbuB and BbuC proteins together generated γbb-CoA from γbb and an appropriate acyl-CoA donor substrate (Fig. 3*C*, *SI Appendix*, Fig. S3).

Based on these biochemical activity results, we proposed that the BbuB and BbuC form a functional hetero-oligomeric complex. To test our hypothesis, we conducted a pull-down affinity chromatography experiment using C-terminal streptavidin-tagged BbuB (BbuB-Strep) and N-terminal six histidine-tagged BbuC (BbuC-His). Lysates from separate heterologous expressions of each protein in *E. coli* were combined and loaded onto Ni^2+^-NTA resin to bind the BbuC-His protein, after which the resin was washed with buffers containing increasing concentrations of imidazole. We predicted that if the BbuB and BbuC proteins form a stable complex, high concentrations of imidazole would be required to displace the BbuB-Strep protein along with the BbuC-His protein. Western blot analysis of elution fractions using a streptavidin-specific antibody demonstrated that the BbuB-Strep protein was present in fractions eluted with high concentrations (250 mM) of imidazole (*SI Appendix*, Fig. S4). In contrast, control experiments without the BbuC-His protein showed BbuB-Strep protein only in the initial wash fractions with low concentrations (25 mM) of imidazole (*SI Appendix*, Fig. S4). These results provide initial evidence that BbuB and BbuC form a stable hetero-oligomeric complex, although the nature of the complex (e.g., stoichiometry, catalytic roles of each monomer) remains to be determined.

We next sought to determine the substrate specificity of the BbuB/C enzyme reaction. Various short-chain fatty acyl-CoAs (acetyl-, butyryl-, propionyl-, and crotonyl-CoA) were tested as CoA-donating substrates. While all compounds resulted in production of γbb-CoA, acetyl-CoA was the preferred cosubstrate (*SI Appendix*, Fig. S3). This preference for acetyl-CoA in vitro, however, does not preclude the use of an alternative donor in vivo depending on availability or requirements for energy conservation (e.g., CoA recycling via butyryl-CoA). We also tested dl-carnitine and GABA as alternative CoA acceptors in vitro with BbuB/C and acetyl-CoA as the donor. However, neither of the presumed products, carnitinyl-CoA or γ-aminobutyryl-CoA, was detected by LC–MS/MS under the reaction conditions tested (*SI Appendix*, Fig. S3). The high selectivity of the CoA transferases BbuB and BbuC for γbb directly connects the *bbu* gene cluster to γbb metabolism.

### The Flavoenzyme BbuA Catalyzes Elimination of TMA from γbb-CoA.

The key step in TMA production from γbb is breaking an unactivated C–N bond. None of the *bbu* genes is predicted to encode homologs of known enzymes that catalyze C–N bond cleavage and release TMA [e.g., choline TMA-lyase (28), glycine betaine reductase (29), ergothionase (30)], indicating that this pathway uses a distinct enzyme for this critical step. We identified the predicted acyl-CoA dehydrogenase-like enzyme BbuA as the most likely candidate for this reaction. Enzymes belonging to the acyl-CoA dehydrogenase family are flavin-dependent oxidoreductases that act on acyl-CoA thioester substrates, typically installing or removing an α,β-unsaturation through two-electron oxidation or reduction reactions, respectively (31). We envisioned that BbuA might instead use a flavin cofactor in a cryptic radical mechanism to activate γbb-CoA for TMA elimination from the C4 position. This proposed reaction resembles the C4 elimination of water from 4-hydroxybutyryl-CoA catalyzed by the flavin adenine dinucleotide (FAD)-dependent enzyme 4-hydroxybutyryl-CoA dehydratase (4HBD) involved in bacterial GABA and succinate metabolism (32). While BbuA and 4HBD are predicted to have a similar structure and harbor a flavin cofactor, they share very minimal sequence identity (∼10%).

Initial attempts to access soluble BbuA protein via heterologous expression in *E. coli* were unsuccessful. Soluble BbuA protein was only obtained under the following conditions: 1) coexpression with the native GroEL-ES proteins from *E. timonensis* SN18, 2) addition of exogenous riboflavin to the growth medium, and 3) addition of excess FAD during cell lysis. Crude lysates of *E. coli* cells overexpressing the *bbuABC* genes under these conditions demonstrated TMA production when incubated anaerobically with γbb and acetyl-CoA (*SI Appendix*, Fig. S5). Purified BbuA containing oxidized FAD was then tested for activity in vitro when incubated with γbb, acetyl-CoA, and the CoA transferases BbuBC. Robust TMA production was observed after a 1-h incubation without addition of redox mediators (Fig. 4*B*), demonstrating that these reaction components are sufficient to catalyze multiple turnovers of γbb. To probe whether the FAD cofactor is essential for BbuA activity, chemically reduced protein was tested for TMA production, as complete exclusion of FAD from the protein preparation led to protein insolubility. When BbuA was reduced with excess sodium dithionite, TMA production was severely diminished (*SI Appendix*, Fig. S5), suggesting that the FAD cofactor is required for activity and serves a redox role in the reaction. Finally, γbb-CoA was tested directly as the substrate for BbuA in vitro. This reaction also resulted in TMA production (Fig. 4*C*), demonstrating that BbuA alone is sufficient to catalyze TMA elimination in vitro. These results demonstrate that BbuA is the critical TMA-generating enzyme in O_2_-independent γbb metabolism by *E. timonensis*.

**Fig. 4.**
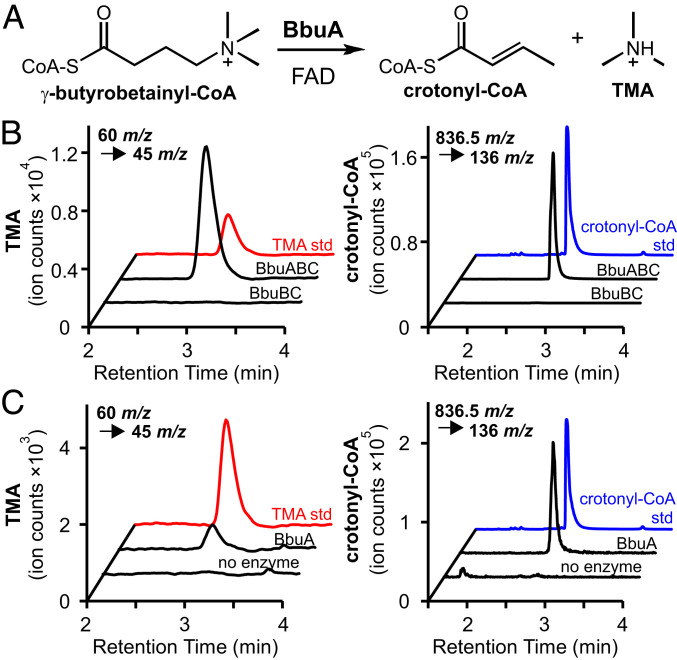
The FAD-dependent enzyme BbuA generates TMA. (*A*) Chemical reaction catalyzed by BbuA. (*B*) LC–MS/MS SIC of the precursor-fragment ion pairs of TMA (*Left*) and crotonyl-CoA (*Right*) produced from 1-h reactions containing γbb, acetyl-CoA, BbuB, BbuC, and BbuA or FAD (no enzyme). (*C*) LC–MS/MS SIC of the precursor-fragment ion pairs of TMA (*Left*) and crotonyl-CoA (*Right*) produced from 1-h reactions containing γbb-CoA with BbuA or FAD (no enzyme). *SI Appendix*, Fig. S5 shows quantification of TMA concentration and relative amounts of crotonyl-CoA from three biological replicates of experiments described for *B* and *C*.

Next, we sought to determine the coproduct of the BbuA-catalyzed reaction. We predicted that crotonyl-CoA would be generated upon elimination of TMA from γbb-CoA by analogy to 4-hydroxybutyryl-CoA dehydration in GABA/succinate metabolism (32). Indeed, crotonyl-CoA was detected by LC–MS/MS in both the *E. coli* crude lysate incubations (*SI Appendix*, Fig. S5) and the in vitro assays with purified BbuA (Fig. 4). Both the retention time and *m/z* of the detected metabolite were consistent with a crotonyl-CoA standard (*SI Appendix*, Fig. S5). The production of crotonyl-CoA supports the proposed redox-neutral TMA elimination from γbb-CoA (Fig. 4). Together, the gain-of-function experiments in *E. coli* and in vitro activity assays demonstrate that the *bbu* gene cluster is responsible for TMA production from γbb and that the three genes *bbuABC* are necessary and sufficient to confer this function in *E. coli* and in vitro.

### *E. timonensis* Metabolizes γbb for Anaerobic Respiration and Carbon Acquisition.

Although crotonyl-CoA was produced in lysate and in vitro reactions containing BbuA, crotonyl-CoA did not accumulate in resting cell suspensions of *E. timonensis* SN18 incubated with γbb. Instead, we detected the known products of bacterial crotonyl-CoA metabolism: 3-hydroxybutyryl-CoA, acetyl-CoA, and butyryl-CoA (Fig. 5*B*). Inspection of their mass spectra showed deuterium incorporation when D_6_-γbb was used, confirming their origin from γbb (*SI Appendix*, Fig. S6). These results suggest that crotonyl-CoA generated from γbb is further metabolized by *E. timonensis*. Notably, the *bbu* gene cluster does not encode any enzymes known to be involved in crotonyl-CoA metabolism (33). However, protein homologs of enoyl-CoA hydratase, 3-hydroxybutyryl-CoA dehydrogenase, and butyryl-CoA dehydrogenase are encoded by constitutively expressed genes located elsewhere in the *E. timonensis* SN18 genome (Dataset S2). 

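The 13 homologs listed in Dataset S2 ranged from abundant to hardly detected. RPKM levels here are without scaling between libraries, while log2 fold changes come from scaled CPM unless said otherwise. The ratio of 2 RPKM levels thus differs from the log2 fold change given. A 3-hydroxybutyryl-CoA dehydrogenase (BN6539_RS05065) and a crotonase (BN6539_RS18475) were among the 100 most abundant coding sequences in all 6 conditions. The dehydrogenase had 20290.0 ± 444 RPKM per kilobase (SD, n = 3) with vehicle and 16203 ± 749 with γbb in trial A, and 22346 ± 2209 with vehicle and 16617 ± 536 with γbb in trial B. Its log2 fold change was −0.20 in trial A and −0.27 in trial B (adjusted p = 0.0501 and 0.0645 from limma). It passed in trial A without scaling between libraries (−0.33, adjusted p = 0.00522) and in trial B without vehicle replicate 1 (−0.36, adjusted p = 0.00616). The crotonase, an enoyl-CoA hydratase, had 2400.3 ± 30.4 RPKM per kilobase with vehicle and 1839.6 ± 92.1 with γbb in trial A. It fell by 0.26 on the log2 scale in trial A (standard error 0.05, adjusted p = 0.00379 from limma) and by 0.33 in trial B (standard error 0.07, adjusted p = 0.0076). These calls did not hold without γbb replicate 2 or any 1 vehicle library in trial A (−0.27 to −0.25, adjusted p from 0.011 to 0.0221 in limma), or without any 1 of the 6 libraries in trial B (−0.36 to −0.28, adjusted p from 0.0117 to 0.036). With DL-carnitine and GABA, the log2 fold changes were −0.08 and −0.03 for the dehydrogenase and −0.05 and −0.12 for the crotonase. An acyl-CoA dehydrogenase (BN6539_RS15770) had between 11.8 and 20.6 RPKM per kilobase over the conditions. It was lower with γbb in trial A, at −0.41 (adjusted p = 0.00994 from limma), and missed the threshold without any 1 of the 6 libraries (−0.44 to −0.39, adjusted p from 0.0208 to 0.0359). The genes BN6539_RS14885 and BN6539_RS14890 had 1.91 and 3.42 RPKM per kilobase with vehicle in trial A and 46.8 and 79.6 in trial B, a difference between trials that coincides with the cell density at which vehicle was added. Of the 13 homologs, 6 stayed under 10 RPKM per kilobase in every condition, and 5 of these were below the level tested. In trial A, 2 of the 8 tested were lower and none was higher with γbb, and the set did not pass (camera, adjusted p = 0.352). BN6539_RS14890 had a log2 fold change of 1.04 (adjusted p = 0.0185 from limma) and passed without γbb replicate 3 (1.31, adjusted p = 0.00269).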

To test whether they could account for the observed crotonyl-CoA metabolism, crotonyl-CoA was incubated with cell lysates of *E. timonensis* SN18 grown in the presence or absence of γbb. In both cases, crotonyl-CoA was converted to 3-hydroxybutyryl-CoA during an hour incubation (*SI Appendix*, Fig. S7). Longer incubations led to accumulation of acetyl-CoA and low levels of butyryl-CoA (*SI Appendix*, Fig. S7). However, these downstream conversions in the assay were likely limited by the cofactor concentrations present in the lysate and thus do not represent the native partition of the end-products from crotonyl-CoA metabolism. These results demonstrate that the final steps of γbb metabolism in *E. timonensis* SN18 are known transformations of crotonyl-CoA, catalyzed by constitutively produced enzymes encoded outside of the *bbu* gene cluster (Fig. 5*A*).

**Fig. 5.**
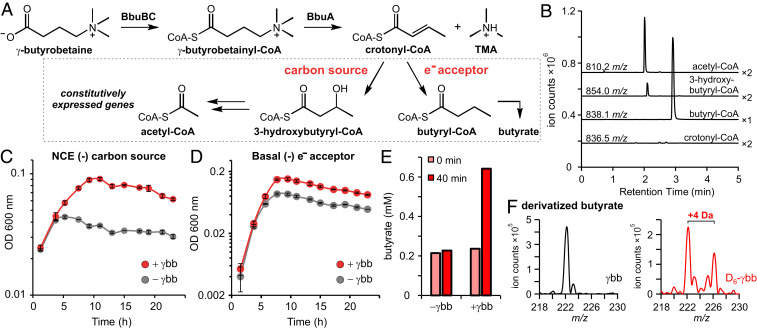
γbb-derived crotonyl-CoA is further metabolized by *E. timonensis* for carbon and respiration. (*A*) Complete metabolic pathway using γbb as a carbon source and electron acceptor. (*B*) LC–MS/MS SICs of parent ions with 136.0 *m/z* fragments that correspond to expected products of crotonyl-CoA metabolism from extracts of *E. timonensis* SN18 cell suspensions incubated with γbb for 40 min. Chromatogram magnification is indicated next to each trace. (*C* and *D*) Anaerobic growth curves of *E. timonensis* SN18 in minimal media lacking (*C*) carbon sources or (*D*) electron acceptors with (red) or without (black) γbb. Error bars represent SD from the mean of three biological replicates. (*E*) Concentrations of derivatized butyrate detected from extracts of *E. timonensis* cell suspensions incubated for 0 (pink) or 40 (red) min in the presence or absence of 1 mM γbb. Bars show the average of two biological replicates. (*F*) Mass spectra of derivatized extracts (unlabeled butyrate [M+H]^+^ = 222 *m/z*) of *E. timonensis* cell suspensions incubated for 40 min with γbb (black) or D_6_-γbb (red).

Some species of Clostridia can use crotonyl-CoA metabolism for anaerobic respiration via reduction to butyryl-CoA and as a carbon and energy source through conversion to acetyl-CoA (Fig. 5*A*) (34, 35). We examined whether γbb metabolism via crotonyl-CoA would enhance the growth of *E. timonensis* SN18 in media conditions with limited electron acceptors or carbon sources. In both culture conditions, the growth yield was markedly enhanced with γbb supplementation (Fig. 5 *C* and *D*) and the growth rate was consistent with the rates of γbb depletion and TMA production (*SI Appendix*, Fig. S8). These results support a key role for crotonyl-CoA as an intermediate in γbb metabolism and indicate a physiological role for this activity in *E. timonensis*.

Due to the prominent role of butyrate in the human gut, we next investigated whether free butyrate was produced from *E. timonensis* γbb metabolism. Using a carboxylate-derivatization method and LC–MS, elevated levels of butyrate were detected in suspensions of γbb-induced cells incubated with γbb compared to suspensions of noninduced cells (Fig. 5*E* and *SI Appendix*, Fig. S9). In addition, deuterium incorporation into butyrate was observed when D_6_-γbb was used (Fig. 5*F*). Analysis of the mass spectrum revealed that the D_6_-isotopolog was not present; rather the +4 Da species was the primary isotopolog detected (Fig. 5*F* and *SI Appendix*, Fig. S9). The loss of two deuteria in the butyrate product is consistent with a crotonyl-CoA precursor. To rule out the possibility that the loss of label resulted from exchange of the acidic C_α_-deuterons with protons from solution, a control experiment was performed incubating perdeuterated D_7_-butyrate with cell suspensions. The mass spectrum of butyrate from this experiment showed minimal deuterium exchange with solvent protons during the same incubation period (*SI Appendix*, Fig. S9). In addition, γbb-CoA detected from incubations with D_6_-γbb showed minimal deuterium loss (*SI Appendix*, Fig. S9). These control reactions support the proposal that γbb metabolism in *E. timonensis* proceeds through the α,β-unsaturated crotonyl-CoA intermediate and generates free butyrate in resting cell suspensions. To further investigate whether butyrate was the major end-product of γbb metabolism in actively growing *E. timonensis*, we quantified derivatized butyrate by LC–MS from cultures grown with D_6_-γbb in rich medium and the two types of minimal media described above. Deuterium-labeled butyrate accounted for only 8.5% of the total butyrate produced in rich media but up to 34% and 40% of the total butyrate produced in minimal media with limited electron acceptors and carbon sources, respectively. However, in each medium, the deuterium-labeled butyrate only amounted to ∼5% of the original γbb, indicating that butyrate is not the major final product of this metabolism and thus is not likely to contribute substantially to overall levels of butyrate produced in the gut.

### The *bbu* Gene Cluster Predicts γbb Metabolism in Bacterial Isolates.

As noted previously, *E. timonesis* is the only bacterial species known to metabolize γbb to TMA under anaerobic conditions. Having discovered the gene cluster responsible for this activity, we searched for homologous gene clusters in other sequenced bacterial genomes. We identified *bbu*-like gene clusters in four host-associated, cultured bacteria belonging to the order Clostridiales. To examine whether the *bbu* genes are diagnostic of γbb metabolism, two commercially available strains, the human oral isolate *Eubacterium minutum* American Type Culture Collection (ATCC) 700079 and the feline gut isolate *Agathobaculum desmolans* ATCC 43058 (previously *Eubacterium desmolans* or *Butyricoccus desmolans*), were tested for this activity. Both strains converted γbb to TMA in anaerobic cultures (Fig. 6*A*), demonstrating that the presence of the *bbu* gene cluster predicts the capacity for anaerobic γbb metabolism. The rarity of this gene cluster in sequenced genomes of cultured bacteria motivated us to search uncultured bacterial genomes that had been assembled from human metagenomes (i.e., metagenome-assembled genomes [MAGs]) (36, 37). We identified homologous *bbu* gene clusters in 11 uncultured, human-associated MAGs, all of which belong to the order Clostridiales (Fig. 6*B* and Dataset S3). Two of the uncultured bacterial genomes were assembled from human oral samples, while the remaining genomes harboring the *bbu* gene cluster were assembled from human stool samples. The presence of the *bbu* gene cluster in multiple uncultured gut bacteria suggests that γbb metabolism is underrepresented among cultured isolates and that *E. timonensis* may not be solely responsible for this metabolism in the human gut. Finally, we searched for the presence of the *cai* genes responsible for metabolizing l-carnitine to γbb in these *bbu*-containing bacterial genomes. However, none of these genomes possess homologs of known *cai* genes, indicating that these γbb-metabolizing bacteria are incapable of the full conversion of l-carnitine to TMA.

**Fig. 6.**
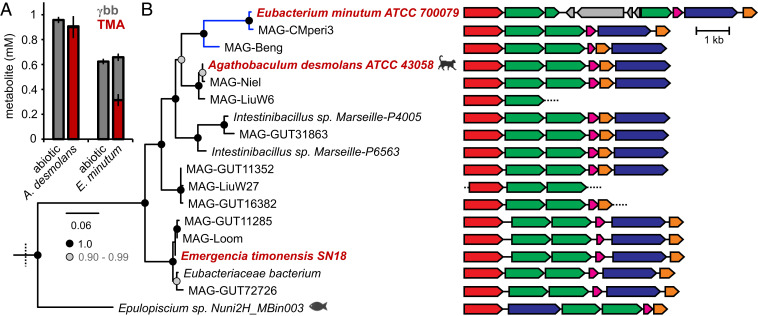
Cultured and uncultured host-associated Clostridiales bacteria possess *bbu*-like gene clusters indicative of γbb metabolism. (*A*) TMA and γbb detected by LC–MS/MS from pure cultures of *A. desmolans* and *E. minutum* grown in rich media supplemented with γbb. Error bars represent the SD from the mean of three biological replicates. (*B*) BbuA clade of a maximum-likelihood phylogenetic tree and genomic context of BbuA homologs. aBayes branch supports are shaded based on the legend. Red labels indicate experimentally validated γbb-metabolizing bacteria. Blue branches indicate an isolate or MAG originating from an oral sample. Dashed lines indicate the end of a contig. MAG identifiers are listed in Dataset S3.

### Presence of *bbu* Genes in Human Gut Metagenomes Is Correlated with Lower γbb Levels.

Motivated by the presence of the *bbu* gene cluster in uncultured gut bacteria and the implications for γbb metabolism in human health, we assessed the prevalence of the *bbu* gene cluster in publicly available human metagenomic datasets. Our analysis used the *bbuA* gene as a representative of the full cluster in stool metagenomes from healthy adult populations. We detected hits for the *bbuA* gene in samples from every cohort, but the proportion of *bbuA*-positive samples varied substantially between cohorts, ranging from 15% to 85% positive (Fig. 7*A*). We also quantified the abundance of the *bbuA* gene in *bbuA*-positive samples and found that it was consistent across cohorts at 1:1,000 genes per microbial genome, with a range of 1:10^2^ to 1:10^4^ genes per microbial genome (*SI Appendix*, Fig. S10). Since diet has been reported as an important factor in TMA production capacity of the microbiota, we examined whether *bbuA* gene presence or abundance was correlated with diet. However, neither *bbuA* gene presence nor abundance was correlated with self-reported omnivorous or vegetarian donors from the BIO-ML cohort (*SI Appendix*, Fig. S11). Overall, the distribution profile of *bbu* genes suggests that γbb-metabolizing bacteria are frequently present in the human gut microbiota but are low-abundance members of the community.

**Fig. 7.**
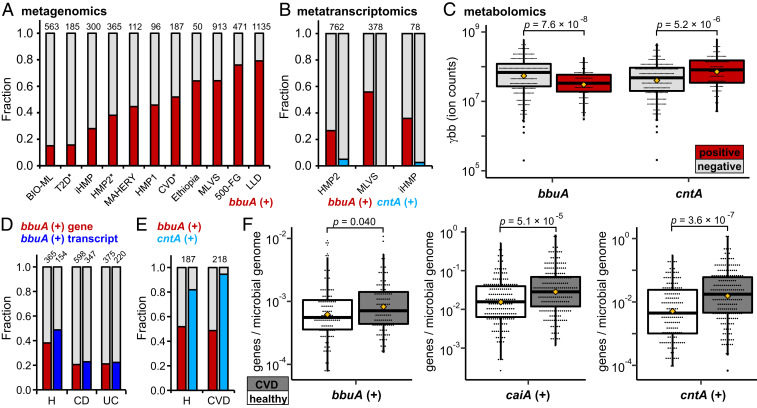
Anaerobic γbb metabolism genes are widely distributed and expressed in the human gut microbiota. (*A*) Fraction of stool metagenomes that are positive (red) and negative (gray) for the *bbuA* gene from healthy donors in human studies (Dataset S4). Study sample size (*N*) is indicated above each bar. Asterisks indicate that only healthy donors from those projects were included in this analysis. (*B*) Fraction of stool metatranscriptomes that are positive and negative for *bbuA* or *cntA*. Study sample size (*N*) is indicated above each bar. (*C*) Correlation between the presence of *bbuA* or *cntA* genes in metagenomes and γbb metabolite levels in HMP2 stool samples. Mean values are represented by yellow diamonds, and *P* values were determined using the Mann–Whitney *U* test. (*D*) Fraction of samples positive for the *bbuA* gene or transcripts in HMP2 IBD cohorts compared to healthy controls. Study sample size (*N*) is indicated above each bar. (*E*) Fraction of samples positive for the *bbuA* or *cntA* gene in a CVD cohort compared to healthy controls. Study sample size (*N*) is indicated above each bar. (*F*) Correlations between the presence of the *bbuA*, *caiA*, or *cntA* genes in CVD subjects (grey) compared to healthy controls (white). Mean values are represented by yellow diamonds, and *P* values were determined using the Mann–Whitney *U* test.

To provide further support for the relevance of the *bbu* pathway in the human gut, we evaluated gene expression using metatranscriptomic data from three cohorts: HMP2 (38), iHMP (39), and MLVS (40). We detected *bbuA* transcripts in 27% to 56% of samples in these cohorts (Fig. 7*B*), suggesting that the *bbu* pathway is expressed in the human gut. Transcripts of the *bbuA* gene were detected in the same samples that were positive for the *bbuA* gene but also in a subset (16% to 26%) of *bbuA*-negative samples (*SI Appendix*, Fig. S12). This observation suggests that the *bbuA* gene abundance was too low to be detected by the metagenomic sequencing but that the transcript levels were high enough to be captured by the read depth of the metatranscriptomic sequencing. Notably, very few samples in these cohorts (0% to 4%) were positive for *cntA* transcripts (Fig. 7*B* and *SI Appendix*, Fig. S12), consistent with previously reported analyses (41). Thus, the metatranscriptomic data suggest that the *bbu* pathway is more likely to be functionally operant in the human gut than the O_2_-dependent pathway mediated by *cntA*.

Next, we examined three cohorts with corresponding stool metabolomics data [HMP2 (38), BIO-ML (42), and PRISM (43)] to evaluate whether the presence of *bbuA* gene or transcripts is associated with changes in metabolite levels. In each of the three independent cohorts, the levels of γbb were lower in samples that were positive for the *bbuA* gene compared to those that were negative (Fig. 7*C* and *SI Appendix*, Fig. S13). In the HMP2 cohort, the samples positive for *bbuA* transcripts were also correlated with lower γbb levels (*SI Appendix*, Fig. S14). The *bbuA* gene, however, was not associated with stool carnitine or butyrate levels (*SI Appendix*, Fig. S15). In contrast, the presence of the *cntA* gene was correlated with higher or equivalent γbb levels, rather than lower, when compared to *cntA*-negative samples (Fig. 6*C* and *SI Appendix*, Fig. S13). These results suggest that the *bbu* gene cluster may be primarily responsible for γbb consumption in the human gut.

Finally, we evaluated whether differences in the presence or abundance of the *bbuA* gene are correlated with human disease. Although TMA production is not known to be a factor in inflammatory bowel disease (IBD), we noticed that the *bbuA* gene was detected in fewer samples from donors with Crohn’s disease and ulcerative colitis compared to healthy controls in both HMP2 (38) and PRISM (43) cohorts (Fig. 7*D* and *SI Appendix*, Fig. S16). The same trend was observed when analyzing *bbuA* transcripts in the HMP2 study (Fig. 7*D*). However, there was no difference in gene abundance between the IBD and healthy cohorts (*SI Appendix*, Fig. S16). Next, we analyzed metagenomes of a CVD cohort from China (44). The proportion of *bbuA*-positive samples was not different between healthy and CVD groups (Fig. 7*E*), but the gene abundance in *bbuA*-positive samples was modestly higher in CVD donors compared to healthy controls (Fig. 7*F*). A more significant elevation was found in the *caiA* gene abundance in the CVD cohort compared to the healthy group (Fig. 7*F*), suggesting that the conversion of l-carnitine to γbb may be a more relevant biomarker for CVD than the *bbu* gene cluster. Consistent with previous reports (41), we also detected a higher prevalence and abundance of the *cntA* gene in CVD samples compared with healthy controls from this study (Fig. 7 *E* and *F*). However, the lack of correlation between *cntA* gene presence and expression observed in other cohorts raises questions about the functional relevance of this finding.

## Discussion

Gut microbial production of TMA from dietary l-carnitine has been recognized for decades, but our knowledge of the reactions, enzymes, and organisms involved in the O_2_-independent pathway has remained incomplete. We used RNA-seq to identify a substrate-inducible *bbu* gene cluster that is responsible for anaerobic γbb metabolism in the gut microbe *E. timonensis*. We demonstrated that the enzymes encoded within the *bbu* gene cluster are necessary and sufficient to convert γbb to TMA in vitro and for gain-of-function in *E. coli*. With the discovery of the genetic basis for anaerobic γbb metabolism, we then determined the chemical steps involved, identified other gut microbes with this function, and evaluated the relevance of this microbial activity in human populations.

The pathway for anaerobic metabolism of γbb provides an interesting parallel to GABA metabolism by gut microbes (45). Given the structural similarity of the two molecules, which differ by only the *N*-methylation of γbb, the use of comparable pathways for their catabolism is perhaps not surprising. Analogous chemical steps, including substrate activation via CoA formation and C4 elimination, occur in both pathways to yield the common product crotonyl-CoA. This intermediate is then processed by the bacteria as a carbon and energy source or as an electron acceptor. Yet there are notable distinctions in the substrate activation steps and key lyase enzymes of each pathway. Conversion of the carboxylate to the thioester lowers the p*K*_a_ of the C_α_-protons (26, 27), facilitating elimination of the C4 hydroxyl or trimethylammonium group in the 4HBD- or BbuA-catalyzed reaction, respectively. Due to its positive charge, the trimethylammonium moiety of γbb-CoA is a good leaving group for C4 elimination. At physiological pH, the primary amine of GABA would also be protonated and positively charged (46), which could enable an analogous direct elimination from a hypothetical γ-aminobutyryl-CoA intermediate. Interestingly, GABA-metabolizing bacteria instead convert the amine into a hydroxyl group, which is a worse leaving group, prior to formation of the CoA thioester and C4 elimination. This biochemical pathway may be the result of repurposing the 4HBD enzyme from succinate metabolism in bacteria and archaea (47–49), which proceeds via a 4-hydroxybutyryl-CoA intermediate. The flavin-dependent lyase enzymes, 4HBD and BbuA, that catalyze the key C4 elimination step in these pathways both belong to the broad structural superfamily of acyl-CoA dehydrogenases (31). This generic functional annotation implies two-electron redox chemistry using a flavin cofactor. However, 4HBD diverges from this canonical function and instead is proposed to use a radical-based mechanism (50) wherein the flavin cofactor performs single-electron chemistry to mediate water elimination. BbuA could use a similar mechanistic strategy for TMA elimination; however, these two proteins have negligible (<10%) sequence identity to one another. Thus, it remains an open question as to whether they use distinct mechanisms to catalyze seemingly analogous, chemically challenging C4-elimination reactions. The mechanism of the TMA-lyase reaction catalyzed by BbuA will be the subject of future studies.

Our current understanding of BbuA reveals that it is unique compared to the other known TMA-producing enzymes. The l-carnitine monooxygenase CntA uses a metallocofactor to activate dioxygen for substrate hydroxylation, generating a chemically unstable product that breaks down to eliminate TMA. Conversely, BbuA directly catalyzes the C–N bond cleavage step. The enzyme glycine betaine reductase catalyzes an overall two-electron reduction of glycine betaine to produce TMA, employing protein-substrate covalent adducts via (seleno)cysteine residues (29). In contrast, BbuA catalyzes a redox-neutral transformation and requires an oxidized flavin cofactor. The choline TMA-lyase CutC is a glycyl radical enzyme which uses protein-based radicals to initiate catalysis (28). CutC is proposed to generate a carbon-centered substrate radical intermediate that undergoes a spin center shift and promotes direct 1,2-elimination of TMA (51). The BbuA enzyme could share a similar radical-based mechanistic logic with CutC but, instead of protein-based radicals, may use a flavin cofactor for radical generation. However, the chemical differences between the γbb and choline substrates—the aliphatic carbon chain attached to the trimethylammonium in γbb compared to the vicinal hydroxyl group in choline that actively participates in TMA elimination—will necessitate mechanistic divergence. Intriguingly, the mechanism employed by CutC could theoretically operate using l-carnitine as the substrate, as it also has a vicinal alcohol, yet such a hypothetical reaction is not known to exist.

Anaerobic γbb metabolism is a microbial function found in only a select group of human gut bacteria. Prior to this work, *E. timonensis* was the only organism known to perform this transformation and, correspondingly, was found in high abundance in high-TMAO producers from a human carnitine-challenge study (52). However, *E. timonensis* was only detected in 25% of individuals from that group (52), suggesting that additional gut bacteria possess this metabolic activity. Indeed, we have discovered that the *bbu* gene cluster is present in other related gut bacteria. The *bbu* gene cluster was found exclusively in obligate anaerobic bacteria of the Clostridiales order, but it is not ubiquitous within this taxonomic group. This observation contrasts with choline metabolism, which is widely distributed across different gut microbial phyla and classes (53). In addition, the *bbu* gene cluster is only found in host-associated bacteria. While most *bbu*-encoding bacteria were isolated from human stool, a few bacteria originated from the human oral cavity. Bacteria that inhabit the gastrointestinal tract of other animals (i.e., cat and fish) were also found to possess *bbu* gene clusters, suggesting a broader range of hosts. Anaerobic TMA production from γbb has not been reported outside of host-associated contexts, consistent with our finding that the *bbu* gene cluster is not found in environmental bacteria. Thus, a select group of anaerobic gut bacteria appear to possess a specialized metabolism that supports their growth in this niche.

Our discovery of the genetic basis for γbb metabolism confirms the proposal that the anaerobic conversion of l-carnitine to TMA is an interspecies metabolic pathway. Our analyses show that bacteria possessing the *bbu* pathway to produce TMA from γbb do not have the *cai* operon required to convert l-carnitine to γbb and vice versa. This observation could explain why γbb-metabolizers inhabit host environments where l-carnitine is abundant due to dietary consumption and where other bacteria can convert it to γbb. The inability of γbb-metabolizing bacteria to generate γbb from l-carnitine highlights the importance of cross-feeding in the gut microbiota. There are now many examples of microbial cometabolism in the gut (54), including polysaccharide utilization (55), lignin degradation (56), and even drug metabolism (57). Since TMA can only be produced anaerobically when both l-carnitine and γbb utilizing organisms are present, an investigation into their co-occurrence will be important to deconvolute the contribution of anaerobic l-carnitine metabolism to TMA generation in the human gut.

Our initial bioinformatic analyses indicate that the *bbu* pathway producing TMA is likely functionally important in the human gut. Using the *bbuA* gene as a marker for anaerobic γbb metabolism, we find that this activity is widely distributed in human stool metagenomes. We also detect *bbuA* transcripts in human stool sequencing data, demonstrating that these genes are expressed in the gut environment. Furthermore, the presence of the *bbuA* gene and transcripts is correlated with lower levels of γbb in stool, suggestive of active γbb consumption in subjects possessing this gut bacterial pathway. Conversely, the *cntA* gene is not correlated with changes in stool metabolite levels, nor is it highly expressed in the human gut. This lack of expression could perhaps indicate dioxygen-dependent regulation of *cntA*. Intriguingly, 79% of the HMP2 samples (30/38) that were positive for *cntA* transcripts were from donors with IBD, suggesting that factors associated with inflammation, such as increased O_2_ levels, may induce expression of *cntA*. An independent study also concluded that the *cntA* gene is not expressed in healthy human gut microbiomes (41). Our analysis replicates their reported results using two of the same cohorts (MLVS and iHMP) and adds the larger HMP2 cohort that was since published. Together, our bioinformatic analyses using the *bbuA* gene as a marker for the later steps in anaerobic l-carnitine metabolism suggest that the O_2_-independent pathway, rather than the O_2_-dependent pathway, is more relevant for TMA production from l-carnitine in the anoxic gut environment. This conclusion advises caution when inferring functional relevance from gene presence alone and highlights the importance of considering how environmental factors can influence microbial metabolic functions.

Our evaluation of anaerobic γbb metabolism in the human gut microbiota suggests that this pathway may be associated with disease states. In IBD cohorts, the lower prevalence of the *bbuA* gene and transcripts could reflect a decrease in O_2_-intolerant bacteria, such as *bbu*-encoding Clostridiales, due to elevated O_2_ levels caused by inflammation. This trend has been noted for other microbial functions that are restricted to obligate anaerobes, for example, metabolism of cholesterol to coprostanol by uncultured *Clostridia* (58). Although TMA production has not been linked to IBD pathology, this observation demonstrates how environmental conditions can influence metabolic functions. On the other hand, the strong connection between TMA production from l-carnitine and CVD motivated our targeted analysis of γbb metabolism in this disease. We did not find a significant difference in the prevalence of *bbu* genes in CVD donors compared to healthy controls, but we did observe that the abundance of *bbu* and *cai* genes was elevated in CVD donors. However, our analysis of paired metagenomic and metatranscriptomic datasets (not associated with CVD) highlights challenges in drawing conclusions from metagenomic data alone. We found that the presence or absence of the *bbu* genes in metagenomic data does not always reflect the presence or absence of *bbu*-encoding organisms. For example, samples that are negative for *bbu* genes can be positive for *bbu* transcripts, suggesting that the *bbu*-expressing organisms are present but perhaps in too low of an abundance to be detected by the metagenomic sequencing read depth. Furthermore, we experimentally demonstrate that expression of the *bbu* gene cluster is regulated by γbb and l-carnitine in *E. timonensis*. These results together indicate that transcriptomics is a better reporter of metabolic function, particularly for low-abundance members of the microbiota like γbb-metabolizing bacteria.

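In the RNA-seq experiment, the bbu genes responded to γbb and to the racemate DL-carnitine. L-carnitine alone was not among the additions, so its share in the response cannot be read from these libraries. The level of bbuA per library was 85584 to 93120 CPM with γbb in trial A and 87412 to 89469 CPM with γbb in trial B. In trial B it was 47983 to 66347 CPM with DL-carnitine, 1178 to 1216 CPM with GABA and 633 to 1027 CPM with vehicle. The difference between GABA and vehicle did not pass the test over all genes with every library included. It passed without vehicle replicate 1 (log2 fold change 0.89, adjusted p = 2.43e-04 from limma for bbuA, BN6539_RS08385), and with every library when adjusted over the list of bbu genes alone. Vehicle cultures of trial A had 419 to 467 CPM. Without an added inducer, reads of the cluster were still found, with 732 to 1098 reads of bbuF (BN6539_RS08410) per vehicle library in trial A. The source of these reads was not tested.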

A more comprehensive evaluation of the contribution of anaerobic γbb metabolism to overall TMA levels in human populations should integrate dietary information and host serum metabolites with multi-omic analyses. Dietary studies have demonstrated a greater capacity for the gut microbiota from omnivorous donors to produce TMA from l-carnitine compared to vegans or vegetarians (7, 13, 25, 52). Our analysis of the *bbuA* gene in self-reported dietary groups did not reveal differences in prevalence or abundance. However, a more thorough analysis of co-occurrence of l-carnitine and γbb metabolism in controlled dietary cohorts may reveal differences. Diet may also be a complicating factor to consider in meta-analyses of disease cohorts. Finally, although our results show that the *bbuA* gene and transcripts are correlated with lower γbb levels, implying increased production of TMA from this substrate, we were unable to evaluate TMA and TMAO levels from stool metabolomics in these human populations because they are most reliably detected in serum, plasma, or urine. Demonstrating this correlation will be important to conclusively link anaerobic metabolism of l-carnitine–derived γbb to elevated systemic levels of TMA(O) in healthy and disease populations. Our discoveries set the groundwork for subsequent analyses to address this connection.

This work highlights the importance of enzyme discovery for understanding the chemical basis of gut microbial metabolite production, connecting metabolic activities with specific microbes, and analyzing gut microbial functions in human populations. We have uncovered a distinct enzymatic strategy to generate TMA from γbb in an O_2_-independent manner. The BbuA enzyme acts in a pathway that leads to the production of metabolites that are independently associated with human disease and health. We have discovered an additional important group of TMA-producing bacteria in the human gut microbiota. The identification of the *bbu* gene cluster in many uncultured bacteria highlights this portion of the microbiota as a rich source of underappreciated chemistry that can have important roles in human health. Finally, the identification and characterization of the *bbu* pathway fills an important gap in our knowledge of TMA production from l-carnitine in the anoxic human gut. With a more complete understanding of the metabolic network involved in TMA production, we can begin to dissect the dietary, microbial, and metabolic factors that lead to its generation and connection to human disease.

## Materials and Methods

### Bacterial Strains and Culture Conditions.

*E. timonensis* SN18 was purchased from Leibniz Institute DSMZ. *E. timonensis* SN18 culturing was performed in Hungate or Balch tubes (Chemglass Life Sciences) at 37 °C and set up in an anaerobic chamber (Coy Laboratory Products) under an atmosphere of 2% to 4% H_2_, 2% to 4% CO_2_, and N_2_ as the balance. Standard cultures were grown in peptone-yeast-glucose (PYG) medium, modified (medium recipe DSM 104, DSMZ Germany) that was sparged with N_2_ after autoclaving. Basal medium lacking electron acceptors was prepared as described previously (57), containing 1 g/L tryptone (trypticase peptone; BD Biosciences), 1 g/L yeast extract (BD Biosciences), 0.4 mM l-cysteine, 2.5 g/L NaHCO_3_, 1 g/L NaCl, 0.5 g/L MgCl_2_•6H_2_O, 0.2 g/L KH_2_PO_4_, 0.3 g/L NH_4_Cl, 0.3 g/L KCl, 0.015 g/L CaCl_2_•2H_2_O, 0.25 mL/L of 0.1% resazurin, and 1% ATCC vitamins and trace mineral solutions (ATCC). NCE medium lacking carbon sources was prepared as described previously (59), containing 4 g/L KH_2_PO_4_, 5 g/L K_2_HPO_4_, 3.5 g/L NaNH_4_PO_4_ 40 mM sodium fumarate dibasic, 1 mM MgSO_4_•7H_2_O, 0.1% casamino acids (VWR Life Science), and 1% ATCC vitamin and trace mineral solutions (ATCC). All chemicals were purchased from Sigma-Aldrich unless otherwise indicated.

### Chemical Synthesis of [*N*-(CD_3_)_3_]-γbb and D_6_-γbb.

The following general procedure was used for synthesis of both [*N*-(CD_3_)_3_]-γbb and D_6_-γbb, based on a published protocol (60). In an oven-dried round bottom flask under nitrogen, 1 molar equivalent of GABA (1 g, 9.7 mmol) or D_6_-GABA (92 mg, 0.8 mmol) and 4.6 molar equivalents of K_2_CO_3_ were dissolved in anhydrous methanol (0.1 M) and stirred at room temperature for 15 min. Next, 5.1 molar equivalents of CD_3_I (3.1 mL, 49.4 mmol) or CH_3_I (0.42 mL, 4.3 mmol) was added to the solution, which was stirred at room temperature for 3 d. The reaction mixture was then concentrated under vacuum. The residue was resuspended in chloroform. The solid was filtered under vacuum and washed twice with chloroform. The solid was dissolved in 10% aqueous HCl (0.5 M). The resulting solution was concentrated under vacuum and further dried under vacuum. The residue was triturated three times with acetone. The combined organic layers were concentrated under vacuum. Anhydrous tetrahydrofuran (THF; 0.1 M) was added and the solution was cooled to 0 °C. The solid was filtered under vacuum and washed with fresh THF to afford the desired products.

*N*-(CD_3_)_3_]-γbb was obtained as a white solid (160 mg, 1 mmol, 10% yield) with the following NMR features: ^1^H NMR (400 MHz, D_2_O) δ ppm 2.07 to 2.16 (m, 2H), 2.53 (q, 2H, *J* = 7.3 Hz), 3.37 (td, 2H, *J* = 8.3, 3.9 Hz); ^13^C NMR (100 MHz, D_2_O) δ ppm 75.2, 87.3, 109.8, 122.4, 232.4. The NMR data were in accordance with literature values (60).

D_6_-γbb was obtained as a yellow solid (76 mg, 0.4 mmol, 48% yield) with the following NMR features: ^1^H NMR (400 MHz, D_2_O) δ ppm 3.07 (s, 9H).

### Assays in *E. timonensis* Whole-Cell Suspensions.

*E. timonensis* SN18 was cultured anaerobically at 37 °C in 10 mL PYG-modified medium supplemented with 1 mM γbb, dl-carnitine, or GABA or with an equivalent volume of 1× phosphate-buffered saline (PBS). When the cultures reached an OD_600_ = 0.5, they were centrifuged at 1,500 × *g* for 10 min at 4 °C. In an anerobic chamber (Coy Laboratory Products) under an atmosphere of 2% to 4% H_2_, 2% to 4% CO_2_, and N_2_ as the balance, the cell pellets were resuspended in 1 mL anoxic 1× PBS and centrifuged at 1,500 × *g* for 10 min at 4 °C. The cell pellets were resuspended in 0.5 mL anoxic 1× PBS and incubated at room temperature for 1 h with 1 mM γbb, [*N*-(CD_3_)_3_]-γbb, D_6_-γbb, dl-carnitine, or GABA or with an equivalent volume of 1× PBS. Reactions were analyzed by LC–MS as described below using three different methods for γbb/TMA, CoA, and fatty acid detection.

### RNA Sample Preparation, Sequencing, and Data Analysis.

*E. timonensis* SN18 cultures were prepared in an anerobic chamber (Coy Laboratory Products), under an atmosphere of 2% to 4% H_2_, 2% to 4% CO_2_, and N_2_ as the balance, in Balch tubes containing 15 mL PYG-modified medium. Cultures were grown anaerobically at 37 °C to an OD_600_ = 0.7, when 0.15 mL of a 1 M O_2_-free stock solution of γbb prepared in 1× PBS was added (1 mM final concentration) or an equivalent volume of O_2_-free 1× PBS was added to triplicate cultures for each condition. In a separate experiment (*SI Appendix*, Fig. S2), when cultures reached an OD_600_ = 0.5, 0.15 mL of 1 M O_2_-free stock solutions of γbb, dl-carnitine, or GABA prepared in 1× PBS were added (1 mM final concentration) or an equivalent volume of O_2_-free 1× PBS was added to triplicate cultures for each condition. Cultures were grown anaerobically at 37 °C for an additional 45 min and then centrifuged at 3,320 × *g* for 10 min at 4 °C. Keeping the samples cold on ice, the supernatant was decanted and then removed entirely using a micropipette. Cell pellets were immediately resuspended in 0.5 mL cold TRIzol reagent (Thermo Fisher) and flash frozen in liquid N_2_. Samples were stored at −80 °C until further processing. RNA isolation, library preparation, sequencing, and analysis are described in the *SI Appendix*.

### Cloning, Heterologous Expression, and Protein Purification.

Construction of plasmids containing the *bbu* genes used for gain-of-function experiments and heterologous expression are described in detail in the *SI Appendix* and Dataset S5. Preparation of *E. timonensis* BbuA, BbuB, and BbuC proteins as well as the γbb:CoA ligase *S. meliloti* BcoAB are described in detail in the *SI Appendix*.

### Affinity Pull-Down Chromatography of the BbuB-Strep Protein.

Construction of the plasmid for production of C-terminal streptavidin-tagged BbuB and the affinity pull-down chromatography experiment are described in detail in the *SI Appendix*.

### Chemical Synthesis of Crotonyl-CoA.

Crotonyl-CoA was synthesized from the acid anhydride according to a published protocol (61) with modifications described in the *SI Appendix*.

### Enzymatic Synthesis of γbb-CoA.

A 1 mL solution of 0.02 mM *S. meliloti* BcoAB, 0.2 M MgCl_2_, 0.2 M adenosine triphosphate (ATP), 0.02 M CoA (CoALA Biosciences, Austin, TX), and 0.05 M γbb in 0.5 M Tris⋅HCl (pH 8.0) was incubated at room temperature for 30 min. The reaction was quenched with 1% acetic acid (final concentration) and incubated at −20 °C for 30 min. The solution was centrifuged at 16,000 × *g* for 30 min. The γbb-CoA product was purified by preparative HPLC using the same method as described for crotonyl-CoA. Fractions with absorption at 260 nm were collected and lyophilized. The product identity was confirmed by mass spectrometry.

### CoA Transferase Assays in *E. coli* Lysates.

*E. coli* MG1655 chemically competent cells were transformed with pET-proD (vector construction described in *SI Appendix*) plasmids containing *E. timonensis bbu* genes (Dataset S5). Transformed cells with kanamycin resistance were grown in 50 mL Luria Broth (LB) medium with 50 mg/L kanamycin at 37 °C with shaking (180 rpm) for 20 h, reaching an OD_600_ of 1 to 1.4. Culture aliquots of 15 mL were harvested by centrifugation at 3,220 × *g* for 15 min at 4 °C and cell pellets were frozen at −80 °C until further use. Cell pellets were resuspended with a volume of 50 mM potassium phosphate (pH 7.5) buffer, 300 mM NaCl, and 10% glycerol to achieve a normalized OD_600_ of 20. The cells were lysed on ice by sonication for a total of 1 min, with cycles of 2.5 s on and 10 s off. Reactions (0.05 mL total) containing 0.01 mL crude lysate, 10 mM acetyl-CoA (CoALA Biosciences, Austin, TX), and 25 mM γbb in 100 mM Tris⋅HCl (pH 8.0) buffer were incubated at room temperature for 1 h and analyzed by LC–MS using the CoA detection method (*SI Appendix*).

### TMA-Lyase Assays in *E. coli* Lysates.

*E. coli* MG1655 (DE3) chemically competent cells were cotransformed with a pET28a plasmid containing *E. timonensis bbu* genes and the pACYC-Duet1 plasmid containing the *E. timonensis groEL-ES* genes (Dataset S5). Transformed cells with kanamycin and chloramphenicol resistance were grown in 50 mL LB medium with 50 mg/L kanamycin, 25 mg/L chloramphenicol, and 0.2 mM riboflavin at 37 °C with shaking (180 rpm). When cultures reached an OD_600_ of 0.6, protein expression was induced by addition of isopropylthio-β-galactoside (IPTG) to a final concentration of 0.25 mM. The cultures were then incubated at 15 °C with shaking (180 rpm) for ∼15 h. Cultures aliquots of 15 mL were harvested by centrifugation at 3,220 × *g* for 15 min at 4 °C, and cell pellets were frozen at −80 °C until further use. Cell pellets were transferred and thawed in an anerobic chamber (Coy Laboratory Products) located in a cold room at 4 °C under an atmosphere of ∼3% H_2_ and N_2_ as the balance. The pellets were resuspended in O_2_-free 50 mM potassium phosphate (pH 7.5) buffer, 300 mM NaCl, and 10% glycerol to achieve an OD_600_ = 10. The cells were lysed by sonication for a total of 1 min, with cycles of 2.5 s on and 10 s off. In an anaerobic chamber (Coy Laboratory Products) under an atmosphere of ∼3% H_2_ and N_2_ as the balance, reactions (0.05 mL) containing 0.02 mL of crude lysate, 10 mM acetyl-CoA (CoALA Biosciences, Austin, TX), and 10 mM γbb in O_2_-free 100 mM Tris⋅HCl (pH 8.0) buffer were incubated at room temperature for 1 h and analyzed by LC–MS using the methods for CoA and TMA detection (*SI Appendix*).

### CoA Transferase In Vitro Activity Assay.

Reactions (50 μL) containing 0.01 mM BbuB, 0.01 mM BbuC, 10 mM acetyl-CoA, and 10 mM γbb in 100 mM Tris⋅HCl (pH 8.0) buffer were incubated at room temperature for 1 h and analyzed by LC–MS using the CoA detection method (*SI Appendix*).

### TMA-Lyase In Vitro Activity Assay.

Protein solutions of BbuA, BbuB, and BbuC were deoxygenated on ice by eight rapid cycles of vacuum and N_2_ gas for a total of four times. In an anaerobic chamber (Coy Laboratory Products) under an atmosphere of ∼3% H_2_ and N_2_ as the balance, reactions (0.1 mL) containing 0.2 mM BbuA, 0.01 mM BbuB, 0.01 mM BbuC, 10 mM acetyl-CoA, and 10 mM γbb in O_2_-free 100 mM Tris⋅HCl (pH 8.0) buffer were incubated at room temperature for 1 h and analyzed by LC–MS using the methods for CoA and TMA detection (*SI Appendix*). Reduced BbuA was prepared by preincubation of BbuA with 10 mM sodium dithionite prior to reaction initiation. Reactions with 10 mM γbb-CoA substrate excluded BbuB, BbuC, γbb, and acetyl-CoA.

### LC–MS Sample Preparation and Analytical Methods.

Sample preparation and analytical methods for detection and quantification of γbb, γbb analogs, TMA, butyrate, and CoA-thioester compounds are described in detail in the *SI Appendix*.

### Bioinformatic Analyses.

#### Genome searches.

The *E. timonensis* BbuA protein sequence was used in a Basic Local Alignment Search Tool (BLAST) search of the National Center for Biotechnology Information nonredundant protein database, the UniProt database (release 2019_07), and the Joint Genome Institute-Integrated Microbial Genomes database of all isolates. Hits with >70% amino acid sequence identity were considered BbuA homologs. Searches were also conducted of the HMP1 reference genomes and genomes from the human gut bacteria culture collections described in Dataset S3. No additional hits were identified from these searches. Next, collections of human MAGs (Dataset S3) were performed using a tblastn search and an e-value cutoff of <0.0001. Hits were manually evaluated and further filtered using a >70% amino acid sequence identity cutoff. Contigs containing hits were annotated using the Galaxy webtool Prokka (62, 63).

#### Phylogenetics.

A multiple sequence alignment was generated using MAFFT v7.455 (64) of the BbuA homolog protein sequences and 2,388 representatives of protein clusters with >80% amino acid sequence identity from the top 10,000 hits of a BLAST search of the UniProt database (release 2019_07) using the *E. timonensis* SN18 BbuA protein as a query. A maximum-likelihood phylogenetic tree was constructed using IQ-TREE v1.6.12 (65) with the LG+F0+G12 model and visualized using FigTree v1.4.4 (66). Branch supports were calculated using the aBayes method (67).

#### Metagenome and metatranscriptome searches and quantification.

BbuA homolog protein sequences (Dataset S6) were used to generate a protein database. A negative control protein database was made using protein sequences acquired from the following steps: 1) the top 10,000 results were obtained from a BLAST search of the UniProt database (release 2019_07) using *E. timonensis* SN18 BbuA as the query, excluding BbuA homologs described; 2) these sequences were clustered using UniRef50 (release 2019_07), resulting in 288 representative proteins; and 3) each unique sequence from step 1 between 50% and 70% sequence identity to *E. timonensis* SN18 BbuA was added to the list from step 2. The CntA protein database consisted of *E. coli* YeaW (UniProt P0ABR8), *A. baumannii* CntA (UniProt D0C9N6), and *Klebsiella pneumoniae* CntA (UniProt A0A377WGT7).

Human studies reporting the stool meta’omic data that were analyzed in this work are listed in Dataset S4. A blastx DIAMOND (68) search with an e-value cutoff of <0.0001 and a percent amino acid sequence identity of >50% was performed using the raw shotgun metagenome or metatranscriptome sequencing reads against the BbuA, CntA, and negative control databases. If the highest sequence identity hit for the read to a BbuA protein was greater than or equal to that of a negative control protein and the sequence identity to the BbuA protein was >70%, then that read was considered a positive hit for a *bbuA* gene or transcript. The positive hits for each metagenome sample were summed and then normalized by RPKM and average genome size (AGS) using the following equations:

$$\text{RPKM}=\frac{\left(\frac{\text{reads}}{\text{total reads}}\right)/10^{6}}{\text{gene length}\left[\text{kb}\right]}$$

$$\text{Abundance}=\text{RPKM}\times \text{AGS}\times 10^{-9}.$$

Average genome size for each sample was calculated using MicrobeCensus (69). Plots and statistical analyses were performed using the ggplot2 package v3.3.2 (70) and R v3.6.0 (71).

## Supplementary Material

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

## Data Availability

Gene expression profiling by high-throughput sequencing data have been deposited in Gene Expression Omnibus accession no. (GSE165976). All other study data are included in the article and/or supporting information.

# Supplementary material for: Elucidation of an anaerobic pathway for metabolism of l-carnitine–derived γ-butyrobetaine to trimethylamine in human gut bacteria
**Source:** Proc Natl Acad Sci U S A. 2021 Aug 6;118(32):e2101498118. doi: 10.1073/pnas.2101498118
**Supplement:** Supplementary File

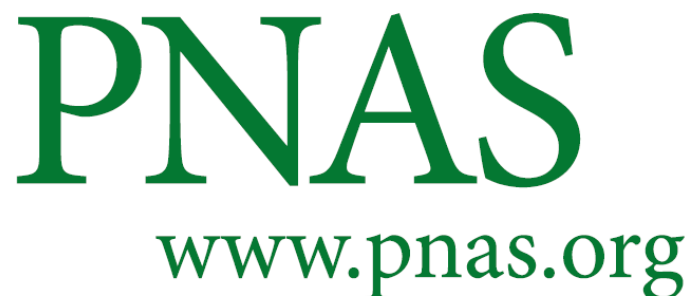

Supplementary Information for

Enzyme discovery defines an anaerobic pathway for metabolism of L-carnitine-derived γ -butyrobetaine to trimethylamine by human gut bacteria

Lauren J. Rajakovich, Beverly Fu, Maud Bollenbach, Emily P. Balskus*

Emily P. Balskus

This PDF file includes:

Extended Materials and Methods

Tables S1 to S2

Figures S1 to S16

Legends for Datasets S1 to S6

Other supplementary materials for this manuscript include the following:

Datasets S1 to S6

EXTENDED MATERIALS AND METHODS

Cloning and plasmids. Genomic DNA (gDNA) was extracted from *E. timonensis* SN18 cultures using the DNeasy UltraClean Microbial Kit (Qiagen, Germantown, MD) according to the manufacturer's protocol. Oligonucleotide primers were synthesized by Sigma-Aldrich. Genes from the *bbu* gene cluster were amplified from 10 ng *E. timonensis* SN18 gDNA in a 50 μ L reaction containing 0.5 μ M of forward and reverse primers (**Dataset S5**) and Phusion High-Fidelity PCR Master Mix with HF buffer (New England Biolabs, Ipswich, MA). A plasmid based on the pET28a(+) vector for constitutive expression was constructed using the following protocol and verified by Sanger sequencing. The empty vector pET28a(+) was digested with the restriction enzymes FspI and BamHI (New England Biolabs, Ipswich, MA). After PCR cleanup using the Zymo DNA Clean and Concentrator Kit (Zymo, Irvine, CA), the linearized vector was assembled with a GBlock (**Dataset S5**) carrying the proD promoter (1) using HiFi DNA Assembly Master Mix (New England Biolabs, Ipswich, MA). Vectors used to construct plasmids containing the *bbu* genes were linearized by PCR amplification from 10 ng vector template DNA in a 50 μ L reaction containing 0.5 μ M of forward and reverse primers (**Dataset S5**) and Phusion High-Fidelity PCR Master Mix with HF buffer (New England Biolabs, Ipswich, MA). Thermocycling was carried out in a Bio-Rad C100 thermal cycler using the following parameters: denaturation at 95 °C for 2 min, followed by 35 cycles of 95 °C for 30 s, 60 °C for 30 s, 72 °C for 1 min/kb, and a final extension at 72 °C for 5 min. PCR reactions were analyzed by agarose gel electrophoresis with ethidium bromide staining and purified using the Illustra GFX PCR DNA and Gel Band Purification kit (GE Healthcare, Chicago, IL). Reactions (10 μ L) containing 50 ng linearized vector, 4 molar equivalents of gene insert, and Gibson Assembly Master Mix (New England Biolabs, Ipswich, MA) were incubated at 50 °C for 1 h and

transformed into *E. coli* TOP10 chemically competent cells (Thermo Fischer Scientific, Waltham, MA). Transformants were screened by antibiotic selection. Plasmids were purified using the E.Z.N.A. Plasmid Mini Kit I (Omega Bio-tek, Norcross, GA) according to the manufacturer's protocol and confirmed by Sanger sequencing by Eton Bioscience (Charlestown, MA).

RNA sample preparation, sequencing, and data analysis. Total RNA was isolated by bead beating using 0.1 mm dia. Zirconia/Silica Beads (BioSpec Products, Bartlesville, OK) at 10 m/s for 90 s to lyse cells and then using the Zymo Research Direct-Zol RNA MiniPrep Plus kit (Zymo, Irvine, CA) according to the manufacturer's protocol. Illumina cDNA libraries were generated using a modified version of the RNAtag-Seq protocol (2). Briefly, 500 ng of total RNA was fragmented, depleted of genomic DNA, and dephosphorylated prior to its ligation to DNA adapters carrying 5'-AN8-3' barcodes with a 5' phosphate and a 3' blocking group. Barcoded RNAs were pooled and depleted of rRNA using the RiboZero rRNA depletion kit (Epicentre, Madison, WI). These pools of barcoded RNAs were converted to Illumina cDNA libraries in three main steps: (i) reverse transcription of the RNA using a primer designed to the constant region of the barcoded adaptor; (ii) addition of a second adapter on the 3' end of the cDNA during reverse transcription using SmartScribe RT (Clontech Biotechnologies, Mountain View, CA) as previously described (2); (iii) PCR amplification using primers that target the constant regions of the 3' and 5' ligated adaptors and contain the full sequence of the Illumina sequencing adaptors. cDNA libraries were sequenced on Illumina HiSeq 2500.

For the analysis of RNAtag-Seq data, reads from each sample in the pool were identified based on their associated barcode using custom scripts, and up to one mismatch in the barcode was allowed with the caveat that it did not enable assignment to more than one barcode. Barcode

sequences were removed from the first read as were terminal G's from the second read that may have been added by SMARTScribe during template switching. Reads were aligned to the *E. timonensis* SN18 genome (NCBI GenBank: FLKM000000000.1) using BWA (3) and read counts were assigned to genes and other genomic features using custom scripts. Differential expression analysis was conducted with DESeq2 (4).

Heterologous Expression in *E. coli* and protein purification. Plasmids (**Dataset S5**) containing the *E. timonensis* *bbuB* gene or the *bbuC* gene in a pET28a(+) vector or the *Sinorhizobium meliloti* *bcoAB* gene in a pET22 vector (5) were used to transform *E. coli* BL21 Codon-Plus (DE3-*pLys*) chemically competent cells (Invitrogen, Carlsbad, CA). Transformed cells with kanamycin and chloramphenicol resistance were cultured at 37 °C with shaking (180 rpm) in rich Luria Broth (LB) medium with 50 mg/L kanamycin and 25 mg/L chloramphenicol. When cultures reached an OD₆₀₀ between 0.6-0.8, protein expression was induced by addition of IPTG to a final concentration of 0.25 mM. The cultures were then incubated at 15 °C with shaking (180 rpm) for ~18 h and harvested by centrifugation at 6,000 × *g* for 15 min at 4 °C. Cell pellets were flash frozen in liquid N₂ and stored at –80 °C until further use. Cells were resuspended in lysis buffer [50 mM *tris*-(hydroxymethyl)aminomethane (Tris)-HCl (pH 7.5) buffer, 150 mM NaCl, and 10% glycerol] at a ratio of approximately 10 mL buffer per 1 g of wet cell mass. The suspension was lysed by passaging twice through a cell disrupter at 12,000 psi and centrifuged at 20,000 × *g* for 30 min at 4 °C. The supernatant was loaded onto a Ni²⁺-NTA immobilized affinity chromatography column (~10 mL resin per 100 mL lysate) pre-equilibrated with lysis buffer. After loading, 3 column volumes of lysis buffer were passed through the column, followed by 5 column volumes of wash buffer (lysis buffer with 50 mM imidazole). Protein elution was achieved by passing elution buffer (lysis buffer with 250 mM imidazole)

over the column. Fractions containing the protein of interest were combined and concentrated at $3,500 \times g$ using a 10K MWCO Amicon Ultra-15 Centrifugal Filter Unit (Millipore Sigma, Burlington, MA). The concentrated protein was then dialyzed three times for 4 h each against 100 equivalent volumes of lysis buffer. The protein was frozen in liquid N₂ and stored at -80°C . Protein purity was assessed by SDS-PAGE with Coomassie staining (**Figure S3**), and protein concentration was determined by using the molar absorption coefficient at 280 nm.

E. coli BL21 competent cells (Invitrogen, Carlsbad, CA) were co-transformed with a pET28a plasmid containing the *E. timonensis* *bbuA* gene and a pACYC-Duet1 plasmid containing the *E. timonensis* *groEL-ES* genes (**Dataset S5**). Transformed cells with kanamycin and chloramphenicol resistance were cultured at 37°C with shaking (180 rpm) in LB medium with 50 mg/L kanamycin, 25 mg/L chloramphenicol, and 0.2 mM riboflavin. When cultures reached an OD₆₀₀ of 0.6, protein expression was induced by addition of IPTG to a final concentration of 0.25 mM. The cultures were then incubated at 15°C with shaking (180 rpm) for ~18 h and harvested by centrifugation at $6,000 \times g$ for 15 min at 4°C . Cell pellets were flash frozen in liquid N₂ and stored at -80°C until further use. Cells were resuspended in lysis buffer [50 mM potassium phosphate (pH 7.5) buffer, 300 mM NaCl, 10% glycerol, and 1 mM FAD] at a ratio of approximately 10 mL buffer per 1 g of wet cell mass. The suspension was lysed by passaging twice through a cell disrupter at 12,000 psi and centrifuged at $20,000 \times g$ for 30 min at 4°C . The supernatant was loaded onto a Ni²⁺-NTA immobilized affinity chromatography column (~10 mL resin per 100 mL lysate) pre-equilibrated with lysis buffer without FAD. After loading the lysate, 3 column volumes of lysis buffer without FAD were passed through the column, followed by 3 column volumes of wash buffer A [50 mM potassium phosphate (pH 7.5) buffer, 300 mM NaCl, 10% glycerol, and 50 mM imidazole] and 3 column volumes of wash buffer B [50 mM

potassium phosphate (pH 7.5) buffer, 300 mM NaCl, 10% glycerol, and 75 mM imidazole]. Protein elution was achieved by passing elution buffer [50 mM potassium phosphate (pH 7.5) buffer, 300 mM NaCl, 10% glycerol, and 250 mM imidazole] over the column. Fractions containing the protein of interest were combined and immediately concentrated at $3,500 \times g$ using a 30K MWCO Amicon Ultra-15 Centrifugal Filter Unit (Millipore Sigma, Burlington, MA). The protein was frozen in liquid N₂ without buffer exchange and stored at $-80\text{ }^{\circ}\text{C}$. Protein purity was assessed by SDS-PAGE with Coomassie staining (**Figure S3**), and protein concentration was determined by using the molar absorption coefficient at 280 nm. FAD-bound protein concentration was determined by using a molar absorption coefficient of $11,300\text{ M}^{-1}\text{cm}^{-1}$ at 450 nm.

Affinity pull-down chromatography of the BbuB-Strep protein. A plasmid (**Dataset S5**) containing the *E. timonensis* *bbuB* gene in a pPR-IBA1 vector was used to transform *E. coli* BL21 Codon-Plus (DE3-*pLys*) chemically competent cells (Invitrogen, Carlsbad, CA). Transformed cells with ampicillin and chloramphenicol resistance were cultured at $37\text{ }^{\circ}\text{C}$ with shaking (180 rpm) in 2 L of rich Luria Broth (LB) medium with 50 mg/L ampicillin and 25 mg/L chloramphenicol. When cultures reached an OD₆₀₀ between 0.6-0.8, protein expression was induced by addition of IPTG to a final concentration of 0.25 mM. The cultures were then incubated at $15\text{ }^{\circ}\text{C}$ with shaking (180 rpm) for ~18 h and harvested by centrifugation at $6,000 \times g$ for 15 min at $4\text{ }^{\circ}\text{C}$. Cell pellets were flash frozen in liquid N₂ and stored at $-80\text{ }^{\circ}\text{C}$ until further use. Cells were resuspended in 30 mL lysis buffer [50 mM *tris*-(hydroxymethyl)aminomethane (Tris)-HCl (pH 7.5) buffer, 150 mM NaCl, and 10% glycerol]. The suspension was lysed on ice by sonication at 25% amplitude for a total of 3 min with 10 s off every 2.5 s. The crude lysate was combined in equal volume with crude lysate of BbuC that had been heterologously

expressed as described in the previous section. The crude lysate mixture was centrifuged at $15,000 \times g$ for 45 min and then the supernatant was loaded onto a Ni^{2+} -NTA immobilized affinity chromatography column (5 mL resin) pre-equilibrated with lysis buffer. Next, the column was washed with 20 mL of lysis buffer with 25 mM imidazole, followed by 20 mL column volumes of lysis buffer with 50 mM imidazole, 15 mL of lysis buffer with 100 mM imidazole, and 15 mL of lysis buffer with 250 mM imidazole. Samples of each wash fraction were analyzed by (1) SDS-PAGE with Coomassie staining and (2) Western blot with 1:25,000 dilution of Strep-Tactin HRP-conjugate (IBA LifeSciences, Göttingen, Germany) and staining using the Pierce CN/DAB Substrate Kit (Thermo Scientific, Waltham, MA).

Liquid chromatography – mass spectrometry sample preparation and analytical methods

ybb and *TMA* analysis. Samples were diluted 1:10 (v/v) in solvent A composed of 95:5 acetonitrile (ACN):100 mM ammonium formate (MS grade) in H_2O with 0.02% formic acid (MS grade) and centrifuged at $3,220 \times g$ for 10 min. The extracted supernatant samples were further diluted 1:4 (v/v) in solvent A and kept at 4 °C until analysis (performed within 24 h).

Liquid chromatography was conducted using an Agilent 1200 Series G1312B Binary Pump (Agilent Technologies, Santa Clara, CA) instrument and a Phenomenex HILIC column (30 mm $\times$ 2.1 mm, 2.5 μm). Samples (2 μL) were injected onto the column equilibrated with 100% solvent A and the following gradient method was applied over 7.5 min with a flow rate of 0.6 mL/min: 1) Solvent A was maintained at 100% from 0 to 1 min, 2) solvent B was increased to 90% from 1 to 3 min, 3) solvent B was maintained at 90% from 3 to 4.5 min, 4) solvent B was decreased to 0% from 4.5 to 6 min, and 5) the column was re-equilibrated with 100% solvent A from 6 to 7.5 min. Tandem MS/MS detection was performed with an Agilent 6410 Triple Quadrupole (Agilent Technologies, Santa Clara, CA) instrument with electron spray ionization

in positive mode (ESI+). The source parameters were gas temperature of 200 °C, gas flow of 10 L/min, nebulizer pressure of 45 psi, and capillary voltage of 4000 V. Conditions for MS/MS fragmentation for the metabolites of interest are found in **Table S1**. Standards were prepared according to the same methods used for experimental samples and standard curves were used to quantify metabolite concentrations.

Table S1. MS/MS parameters used to detect metabolites of interest.

Metabolite	Parent ion<br>[M+H] ⁺ (<i>m/z</i>)	Daughter ion<br>[M+H] ⁺ (<i>m/z</i>)	Dwell (ms)	Fragmentor (V)	CE (V)
**γbb**	146	87	200	110	21
**TMA**	60	45	200	110	26
**DL-Carnitine**	162	103	200	110	21
**GABA**	104	87	200	110	21

Derivatization of fatty acids with 2-nitrophenylhydrazine/1-ethyl-3-(3-dimethylaminopropyl)-carbodiimide and analysis. Samples were diluted 1:10 (v/v) in 95:5 ACN:100 mM ammonium formate (MS grade) in H₂O with 0.02% formic acid (MS grade) and centrifuged at 3,220 × *g* for 10 min. The extracted supernatant samples (10 μL) were diluted 1:10 (v/v) in a solution of 10% 1:1 pyridine:HCl (pH 3.5-5) in H₂O. A pre-mixed derivatization solution consisting of equal parts 0.29 M 1-ethyl-3-(3-dimethylaminopropyl)-carbodiimide (EDC) hydrochloride (dissolved in water) and 0.12 M 2-nitrophenylhydrazine (2-NPH; dissolved in 0.25 M HCl) was prepared fresh and 20 μL of this solution was added to 100 μL of 100-fold diluted sample. The derivatization reactions were heated at 60 °C for >15 min and then diluted 1:10 (v/v) in H₂O prior to LC–MS analysis.

Liquid chromatography was conducted using an Agilent 1200 Series G1312B Binary Pump (Agilent Technologies, Santa Clara, CA) instrument and an Agilent Extend C18 column (50 mm × 2.1 mm, 1.8 μm). The derivatized samples (2 μL) were injected onto the column equilibrated with 95% H₂O (solvent A) and 5% ACN (solvent B). The following gradient method was applied

over 13 min with a flow rate of 0.3 mL/min: 1) solvent A was maintained at 95% from 0 to 4 min, 2) solvent B was increased to 100% from 0 to 4 min, 3) solvent B was maintained at 100% from 4 to 7 min, 4) solvent B was decreased to 5% from 7 to 9 min, and 5) the column was re-equilibrated with 95% solvent A from 9 to 13 min. An MS scan was performed with an Agilent 6410 Triple Quadrupole (Agilent Technologies, Santa Clara, CA) instrument with electron spray ionization in negative mode (ESI⁻). The source parameters were a gas temperature of 325 °C, a gas flow of 12 L/min, a nebulizer pressure of 40 psi, and a capillary voltage of 4000 V. The detection mode was set to a scan range of 100–400 m/z and a scan time of 500 ms with a fragmentor voltage of 135 V and a step size of 0.1 amu. The parent $[M-H]^-$ ions for derivatized short-chain fatty acids were monitored, including formate (180 m/z), acetate (194 m/z), propionate (208 m/z), and butyrate (222 m/z). Butyrate concentrations were determined by comparison to a 10 μ M sodium $^{13}\text{C}_4$ -butyrate internal standard added to the derivatization solution.

CoA-thioester analysis. Cell cultures (5 mL) or whole cell suspensions (1.5 mL) were centrifuged at $3,220 \times g$ or $16,000 \times g$, respectively, for 10 min at 4 °C. Cell pellets were resuspended in 0.2 mL of cold solution of 40:20:20 ACN:MeOH:H₂O. Resuspended cells were incubated at –20 °C for 30 min and then centrifuged at $16,000 \times g$ for 30 min. The supernatant was transferred to a new tube and dried using a Genevac EZ-2.3 Elite Evaporation System (Genevac Ltd, Ipswich, UK) for 1 h. The dried samples were resuspended in 80 μ L H₂O for LC–MS analysis. Samples (20 μ L) from lysate or *in vitro* reactions were quenched in 2 μ L concentrated acetic acid, diluted 1:10 in H₂O, and incubated at –20 °C for 30 min before centrifugation at $16,000 \times g$ for 10 min. Samples were further diluted 1:4 in H₂O and kept at 4

°C prior to LC–MS analysis. Standards were prepared according to the same methods used for experimental samples.

Liquid chromatography was conducted using a Waters Acquity UPLC H-Class System (Waters Corporation, Milford, MA) instrument and a Waters Acquity UPLC BEH C18 column (2.1 × 50 mm, 1.7 µm). The samples (2 µL) were injected onto the column equilibrated with 100% 30 mM ammonium acetate (solvent A). The following gradient method was applied over 5 min with a flow rate of 0.8 mL/min: 1) solvent A was maintained at 100% from 0 to 0.5 min, 2) solvent B (acetonitrile + 0.1 % formic acid) was increased to 20% from 0.5 to 4 min, 3) solvent B was increased to 100% from 4.0 to 4.1 min, 4) solvent B was maintained at 100% from 4.1 to 4.4 min, 5) solvent B was decreased to 0% from 4.4 to 4.5 min, and 5) the column was re-equilibrated with 100% solvent A from 4.5 to 5 min. MS detection was performed with a Waters Xevo TQ-S (Waters Corporation, Milford, MA) instrument with electron spray ionization in positive mode (ESI+). The source parameters were gas temperature of 500 °C, desolvation gas flow of 1000 L/h, cone gas flow of 150 L/h nebulizer pressure of 7 bar, capillary voltage of 0.5 kV and cone voltage of 3 V. Conditions for tandem MS/MS detection were optimized using an acetyl-CoA standard. Conditions for a parent MS/MS scan of the 136 *m/z* mass fragment (corresponding to adenine loss) were a scan range of 800–910 *m/z*, scan time of 0.15 s, collision energy of 53 V, and cone voltage of 70 V. Conditions for an MS scan were a scan range of 800–910 *m/z*, cone voltage of 70 V, and scan time of 0.15 s. Conditions for MS/MS fragmentation for the metabolites of interest are found in **Table S2**.

Table S2. MS/MS parameters used to detect metabolites of interest.

Metabolite	Parent ion<br>[M+H] ⁺ (<i>m/z</i>)	Daughter ion<br>[M+H] ⁺ (<i>m/z</i>)	Dwell (ms)	Fragmentor (V)	CE (V)
Acetyl-CoA	810.1957	135.9617	52	70	54
Crotonyl-CoA	836.5	135.9617	52	70	54
Butyryl-CoA	838.12	135.9617	52	70	54

**3-Hydroxybutyryl-CoA**	854.0	135.9617	52	70	54
**γbb-CoA**	895.5	135.9617	52	70	54

Chemical synthesis of crotonyl-CoA. Crotonyl-CoA was synthesized according to a published protocol (6) with the following modifications. One molar equivalent of solid Coenzyme A trilithium salt (CoAla Biosciences; 35 mg, 0.046 mmol) was dissolved in 3 mL of ice-cold water. To this solution, 1.5 molar equivalents of crotonic anhydride (Sigma Aldrich; 10 μ L, 0.068 mmol) was added and the pH was adjusted to pH 7.0 using a saturated solution of NaHCO₃. The reaction was stirred in an ice bath for 1.5 h. Reaction progress was monitored using the DTNB “Ellman’s” assay to detect free CoA. The reaction was quenched by adding 48 μ L formic acid to lower the pH below 3 and was kept frozen at –20 °C prior to purification. The crotonyl-CoA product was purified using an Thermo Scientific Dionex UltiMate 3000 HPLC instrument and a Thermo Scientific Hypersil GOLD aQ C18 preparative column (250 $\times$ 20 mm, 5 μ M). The reaction solution was injected onto the column equilibrated with 100% solvent A (10 mM ammonium acetate) and the following gradient method was applied over 21 min with a flow rate of 8 mL/min: 1) solvent B was increased to 40% from 0 to 14 min, 2) solvent B was increased to 95% from 14 to 15 min, 3) solvent B was maintained at 95% from 15 to 16 min, 4) solvent B was decreased to 0% from 16 to 16.5 min, and 5) the column was re-equilibrated with 100% solvent A from 16 to 21 min for subsequent injections. Fractions with absorption at 260 nm were collected and lyophilized to afford crotonyl-CoA as a white solid (10 mg, 0.012 mmol, **26%**). ¹H NMR (400 MHz, D₂O) δ ppm 0.78 (s, 3H), 0.91 (s 3H), 1.87 (d, 3H, J = 6.7 Hz), 2.44 (t, 2H, J = 6.1 Hz), 3.03 (t, 2H, J = 6.1 Hz), 3.35 (t, 2H, J = 6.2 Hz), 3.46 (t, 2H, J = 6.2 Hz), 3.58 (dd, 1H, J = 4.3 Hz, J = 9.3 Hz), 3.85 (dd, 1H, J = 4.3 Hz, J = 9.6 Hz), 4.04 (s, 1H), 4.26 (br s, 2H), 4.61 (br s, 1H), 4.84-4.87 (m, 2H), 6.17-6.21 (m, 2H), 6.95 (sextet, 1H, J = 7.2 Hz), 8.27 (s, 1H), 8.56 (s, 1H).

1. J. H. Davis, A. J. Rubin, R. T. Sauer, Design, construction and characterization of a set of insulated bacterial promoters. *Nucleic acids research* **39**, 1131-1141 (2011).
2. A. A. Shishkin, *et al.*, Simultaneous generation of many RNA-seq libraries in a single reaction. *Nature methods* **12**, 323-325 (2015).
3. H. Li & R. Durbin, Fast and accurate short read alignment with Burrows–Wheeler transform. *Bioinformatics* **25**, 1754-1760 (2009).
4. M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550 (2014).
5. P. Bazire, *et al.*, Characterization of L-carnitine metabolism in *Sinorhizobium meliloti*. *Journal of bacteriology* **201**, e00772-00718 (2019).
6. E. J. Simon & D. Shemin, The Preparation of S-Succinyl Coenzyme A. *J Am Chem Soc* **75**, 2520-2520 (1953).

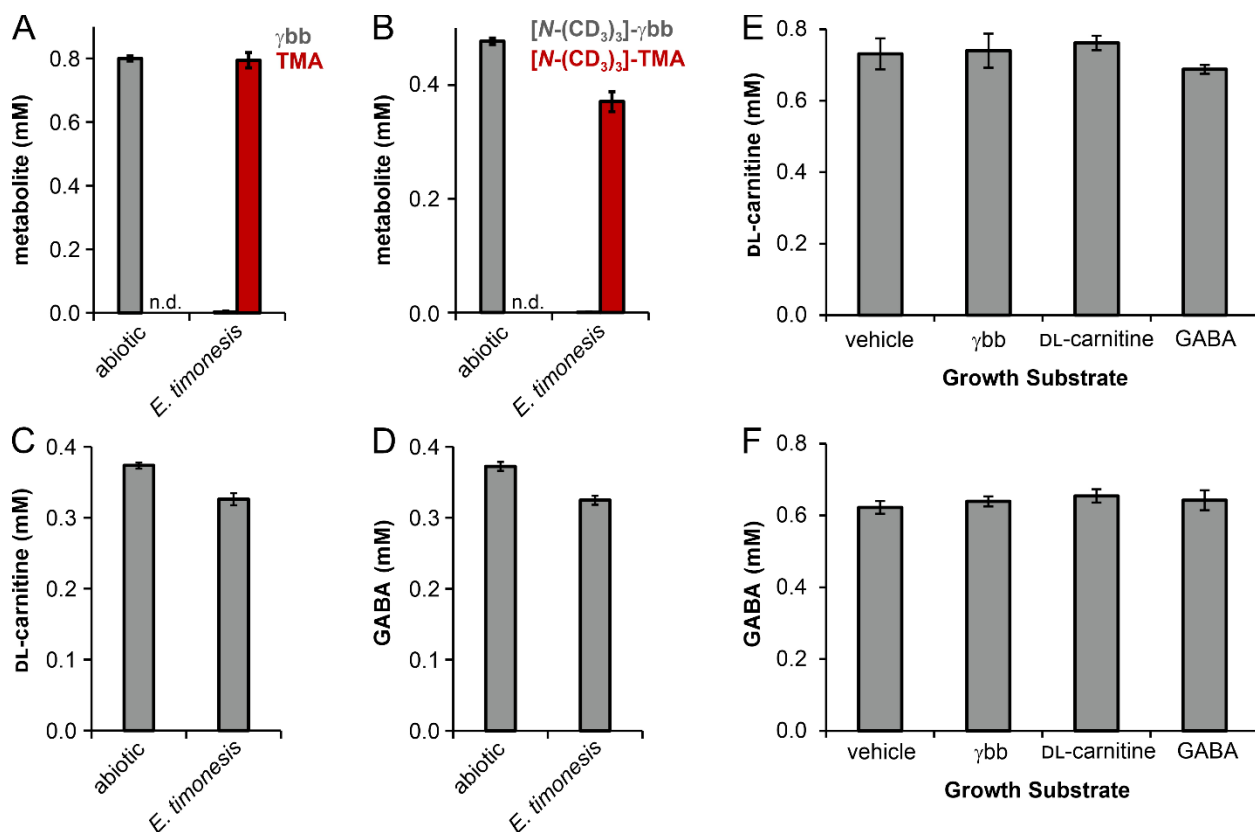

Figure S1. Metabolism of γ bb and structural analogs in growing cultures and resting cell suspensions of *E. timonensis*. **(A-D)** Bar plots of metabolite concentrations detected by LC-MS from *E. timonensis* SN18 culture extracts after 20 h of growth. Media were supplemented with **(A)** 0.8 mM γ bb, **(B)** 0.4 mM $[N-(CD_3)_3]\text{-}\gamma$ bb, **(C)** 0.4 mM DL-carnitine, or **(D)** 0.4 mM GABA. **(E-F)** Concentration of metabolites detected by LC-MS from extracts of resting cell suspensions of *E. timonensis* SN18 that were grown in the presence of 1 mM γ bb, DL-carnitine, GABA, or $1\times$ PBS and incubated with **(E)** 0.8 mM DL-carnitine, or **(F)** 0.8 mM GABA. Error bars represent standard deviation from the mean of three biological replicates.

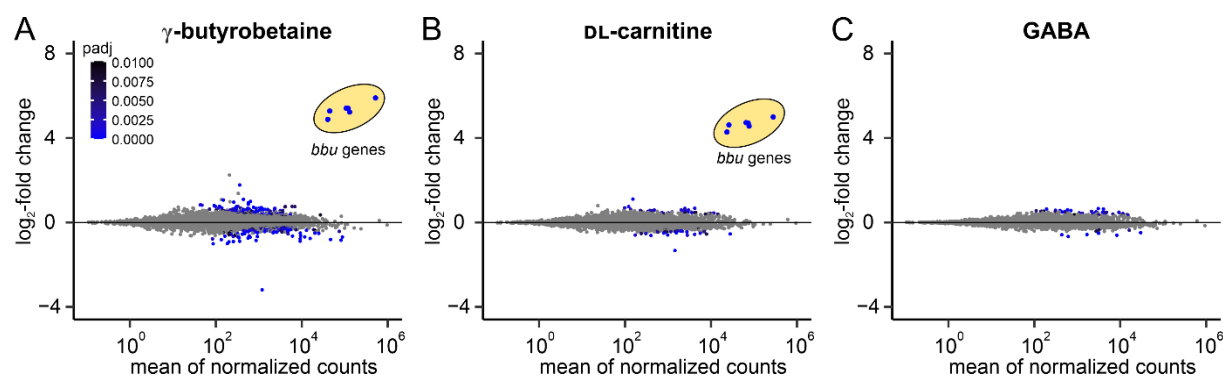

Figure S2. Differential gene expression from *E. timonensis* SN18 cultures supplemented with (A) γ bb, (B) DL-carnitine, or (C) GABA at an OD = 0.5 compared to cultures treated with a vehicle* plotted against the mean of normalized counts from three biological replicates of the substrate-induced samples. The *bbu* genes are circled in yellow. Genes with an adjusted p -value >0.01 (Wald test) comparing γ bb- and vehicle-treated cells are represented by grey circles.

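All 6 bbu genes rose with γbb and with DL-carnitine in trial B. With γbb, bbuB had 17703 ± 167 CPM (SD, n = 3), bbuC had 21247 ± 307 CPM, bbuD had 7244 ± 233 CPM and bbuF had 6527 ± 426 CPM. Their vehicle cultures had 249 ± 65, 335 ± 91.7, 121 ± 28.4 and 149 ± 33.5 CPM. The log2 fold changes with γbb were 6.18, 6.02, 5.93 and 5.47, with adjusted p of at most 5.8e-13 from limma. With DL-carnitine the log2 fold changes of bbuB, bbuC and bbuD were 5.82, 5.63 and 5.56. The paper's plots place each gene by its mean normalized count in the cultures with the added compound and by its log2 fold change against vehicle.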

*This set of triplicate samples for each condition were conducted in independent experiments from the data presented in Figure 2 of the main text.

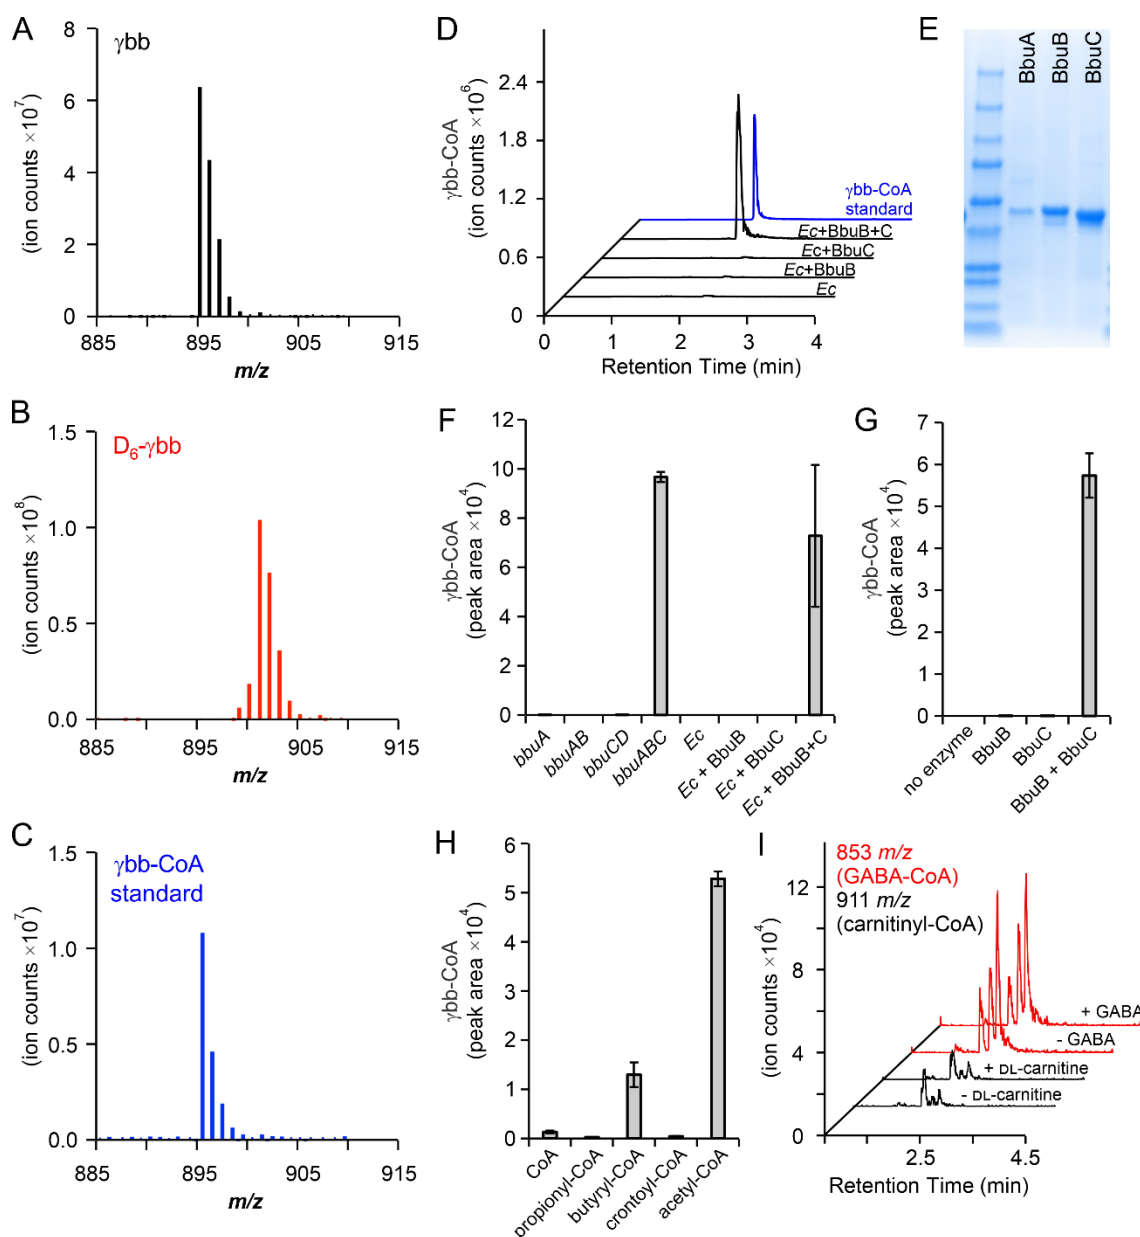

Figure S3. Production of γ bb-CoA *in vivo* and *in vitro*. Mass spectra of γ bb-CoA from extracts of *E. timonensis* cell suspensions incubated for 40 min with (A) γ bb or (B) D_6 - γ bb compared to (C) a γ bb-CoA standard. (D) LC-MS/MS selected ion chromatograms of the 136 m/z fragment ion of γ bb-CoA from 1 h incubations of γ bb, acetyl-CoA, and purified BbuB and BbuC with crude lysate of *E. coli* transformed with an empty vector. (E) SDS-PAGE Coomassie stained gel of recombinant, purified BbuA, BbuB, and BbuC proteins. (F-G) Relative amounts of γ bb-CoA determined by LC-MS peak area from (F) crude lysate and (G) *in vitro* assays. (H) Relative amounts of γ bb-CoA determined by LC-MS peak area using various short-chain fatty acid CoA donor substrates. (I) LC-MS/MS selected ion chromatograms of the 136 m/z fragment-parent ion pairs for DL-carnitiny-CoA and GABA-CoA from 3-h incubations of DL-carnitine or GABA and acetyl-CoA with purified BbuB and BbuC. Error bars shown in panels E-G represent standard deviation from the mean of three biological replicates.

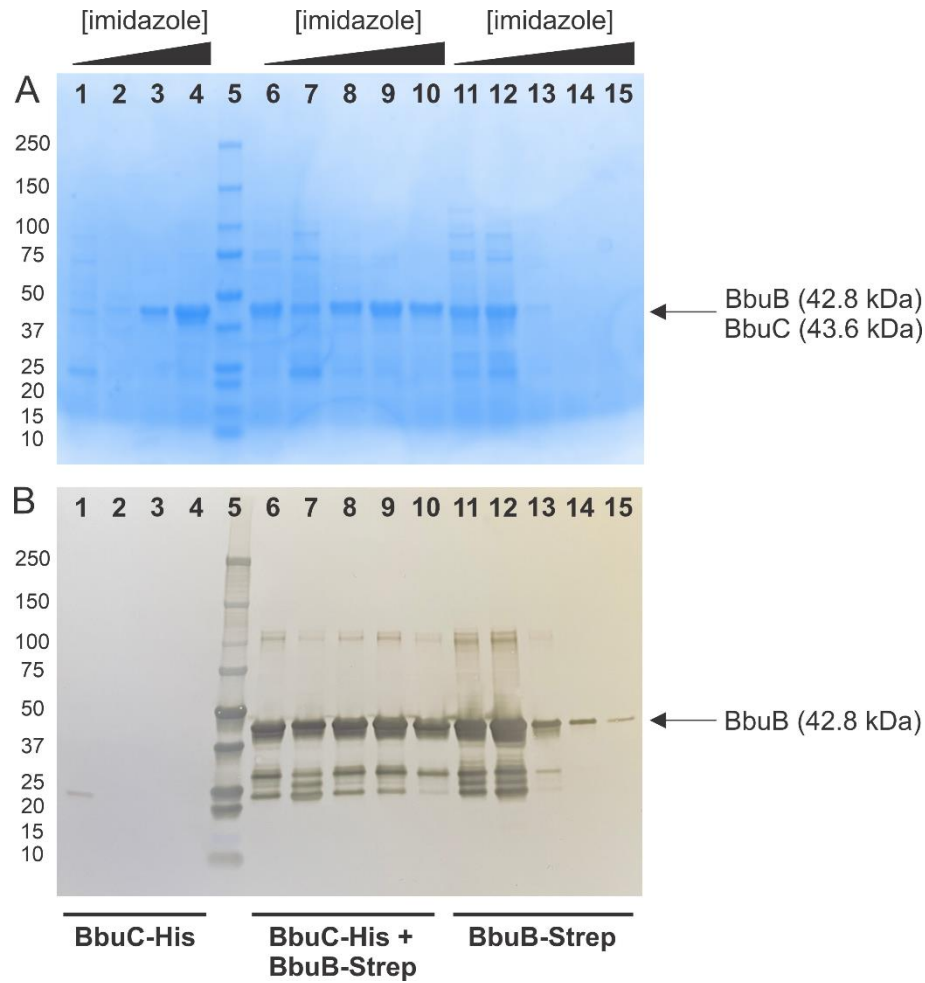

Figure S4. Ni²⁺-NTA affinity pull-down chromatography of BbuB-Strep with BbuC-His. (A) SDS-PAGE Coomassie stained gel image of fractions collected from Ni²⁺-NTA purification of BbuC-His alone (lanes 1-4: [**lane 1** – 25 mM imidazole, **lane 2** – 50 mM imidazole, **lane 3** – 100 mM imidazole, **lane 4** – 250 mM imidazole]), BbuB-Strep alone (lanes 11-15: [**lane 11** – 15 mM imidazole, **lane 12** – 25 mM imidazole, **lane 13** – 50 mM imidazole, **lane 14** – 100 mM imidazole, **lane 15** – 250 mM imidazole]), and a 1:1 mixture of BbuC-His and BbuB-Strep (lanes 6-10: [**lane 6** – 15 mM imidazole, **lane 7** – 25 mM imidazole, **lane 8** – 50 mM imidazole, **lane 9** – 100 mM imidazole, **lane 10** – 250 mM imidazole]). (B) Corresponding western blot of identical samples labeled with a streptavidin-tactin HRP-conjugate antibody to track the BbuB-Strep protein.

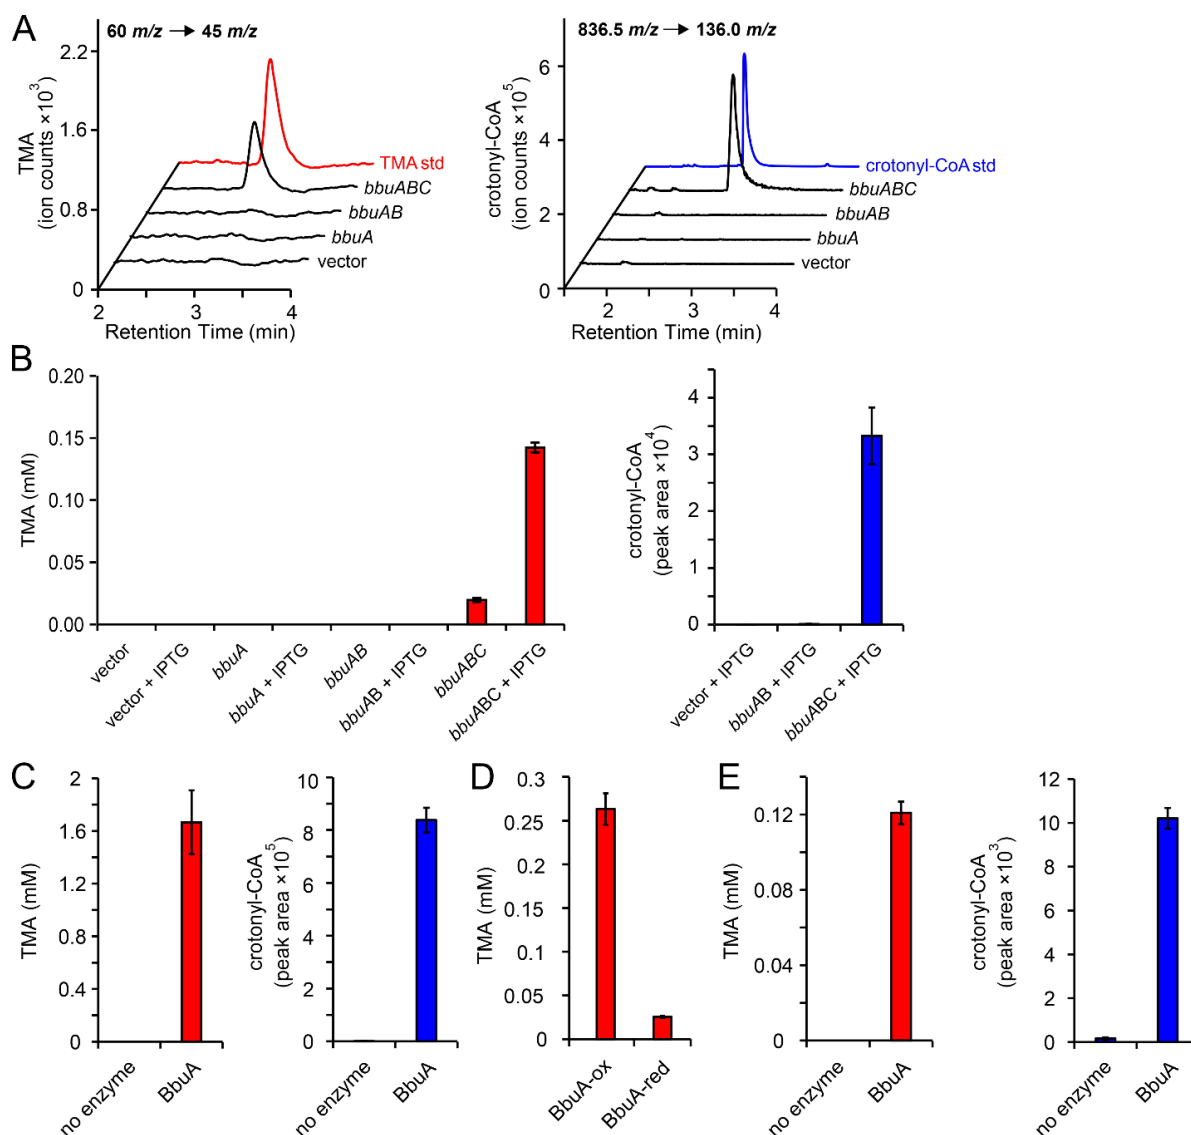

Figure S5. Production of TMA and crotonyl-CoA from *E. coli* gain-of-function experiments and *in vitro* activity assays. **(A)** LC-MS/MS selected ion chromatograms (SIC) of the 136.0 *m/z* fragment-precursor ion pairs of TMA and crotonyl-CoA that were produced from 1 h incubations of γ bb and acetyl-CoA with crude lysate of IPTG-induced *E. coli* expressing *bbu* genes or empty vector. **(B)** TMA concentrations and crotonyl-CoA relative amounts determined by LC-MS/MS that were produced from 1 h incubations of γ bb and acetyl-CoA with crude lysate of IPTG-induced *E. coli* expressing *bbu* genes or empty vector. **(C)** TMA concentrations and crotonyl-CoA relative amounts determined by LC-MS/MS that were produced from 1 h reactions containing γ bb, acetyl-CoA, BbuB, BbuC, and FAD with or without addition of BbuA. **(D)** TMA concentrations determined by LC-MS/MS that were produced from 1 h reactions containing 2 mM γ bb, 2 mM acetyl-CoA, 0.01 mM BbuB, 0.01 mM BbuC, and 0.01 mM BbuA (BbuA-ox) or 0.01 mM BbuA pre-treated with 10 mM sodium dithionite (BbuA-red). **(E)** TMA concentrations and crotonyl-CoA relative amounts determined by LC-MS/MS that were produced from 1 h reactions containing γ bb-CoA and FAD with or without addition of BbuA.

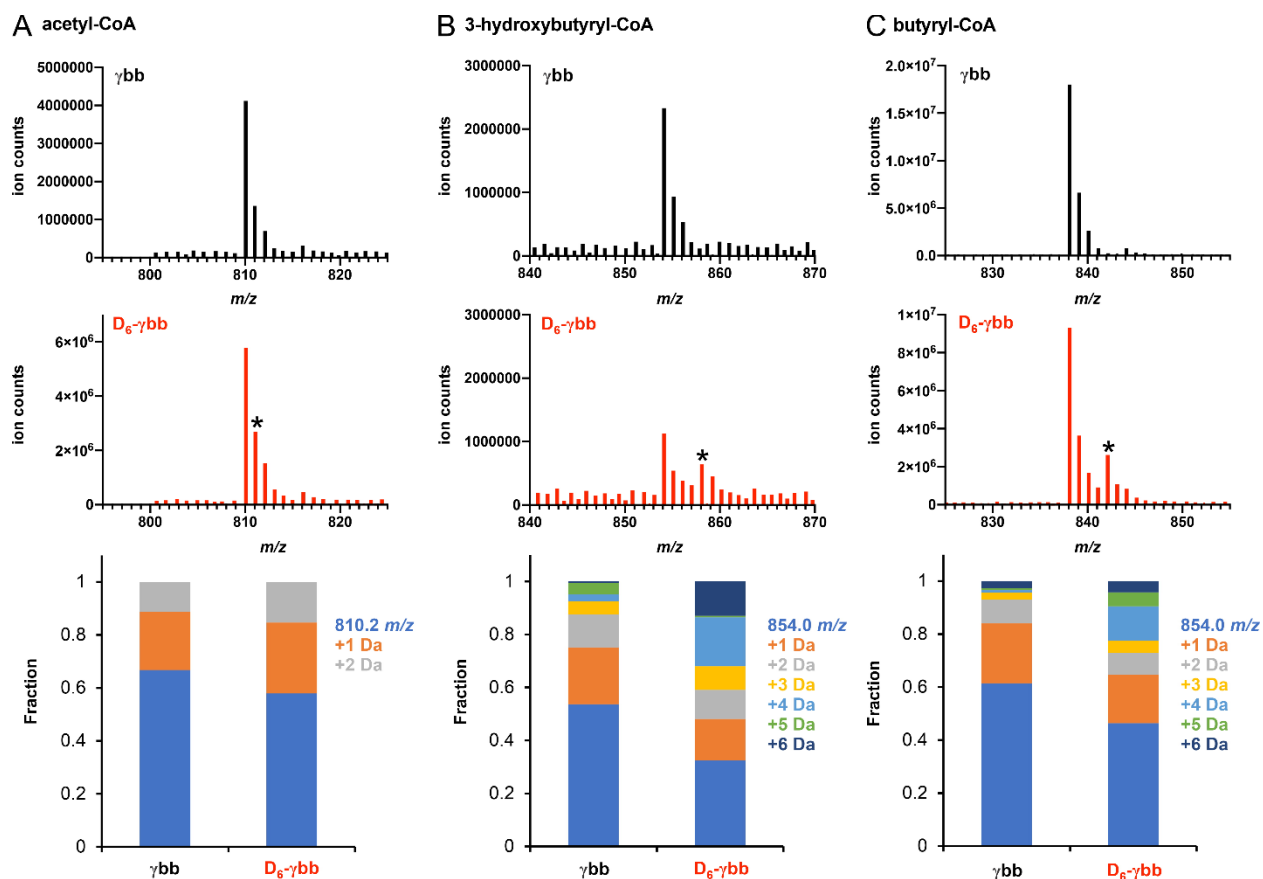

Figure S6. Mass spectra of the products of crotonyl-CoA metabolism [(A) acetyl-CoA, (B) 3-hydroxybutyryl-CoA, (C) butyryl-CoA] from extracts of *E. timonensis* SN18 cell suspensions incubated for 40 min with γ bb (black) or D_6 - γ bb (red). Asterisks indicate increased abundance of ions attributed to deuterium-labeled isotopologs. Stacked bar plots show fraction of metabolite isotopologs.

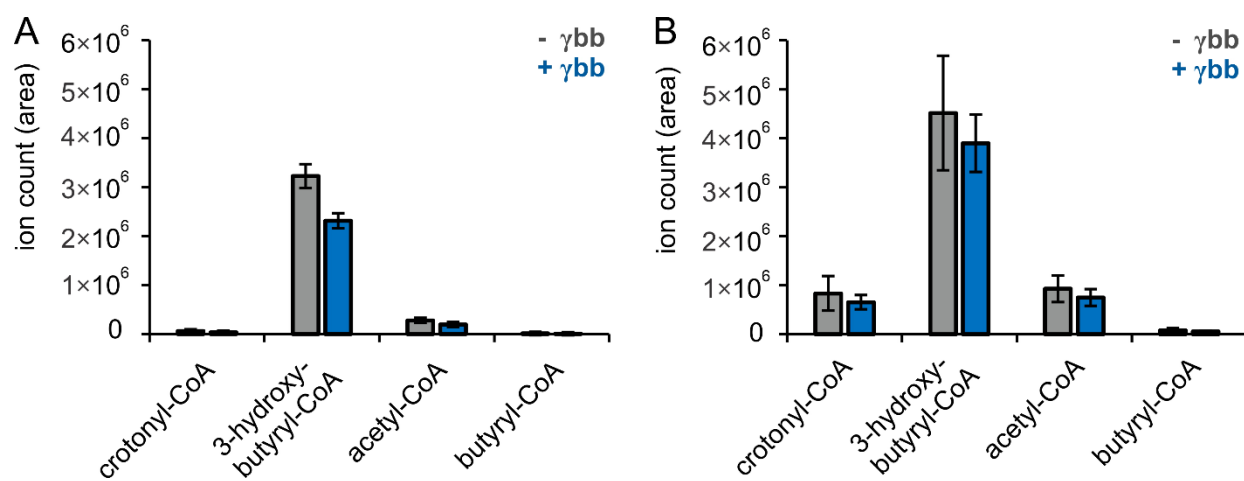

Figure S7. Metabolites detected by LC–MS from 1 h (**A**) and 4 h (**B**) incubations of crotonyl-CoA with crude lysate of *E. timonensis* SN18 that was cultured in the presence (blue) or absence (grey) of γ bb. Error bars represent the standard deviation from the mean of three biological replicates.

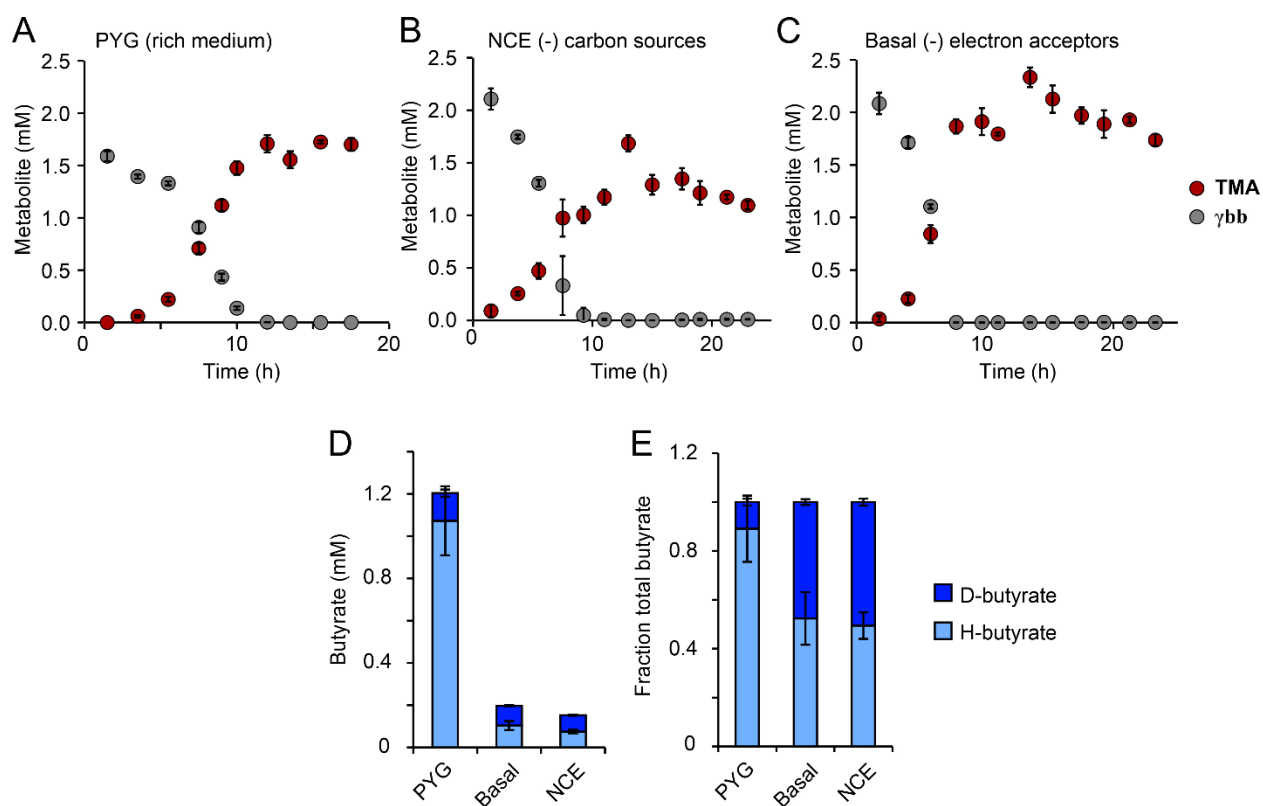

Figure S8. Metabolite consumption and production, monitored by LC-MS, during anaerobic growth of *E. timonensis* SN18 in rich medium (**A**) or minimal media (**B** and **C**) when supplemented with 2 mM γ bb. (**D**) Quantification of total butyrate produced during growth in each medium when supplemented with 2 mM D_6 - γ bb. (**E**) Fraction of deuterium-labeled butyrate produced during growth in each medium when supplemented with D_6 - γ bb. Error bars represent standard deviation from the mean of three biological replicates.

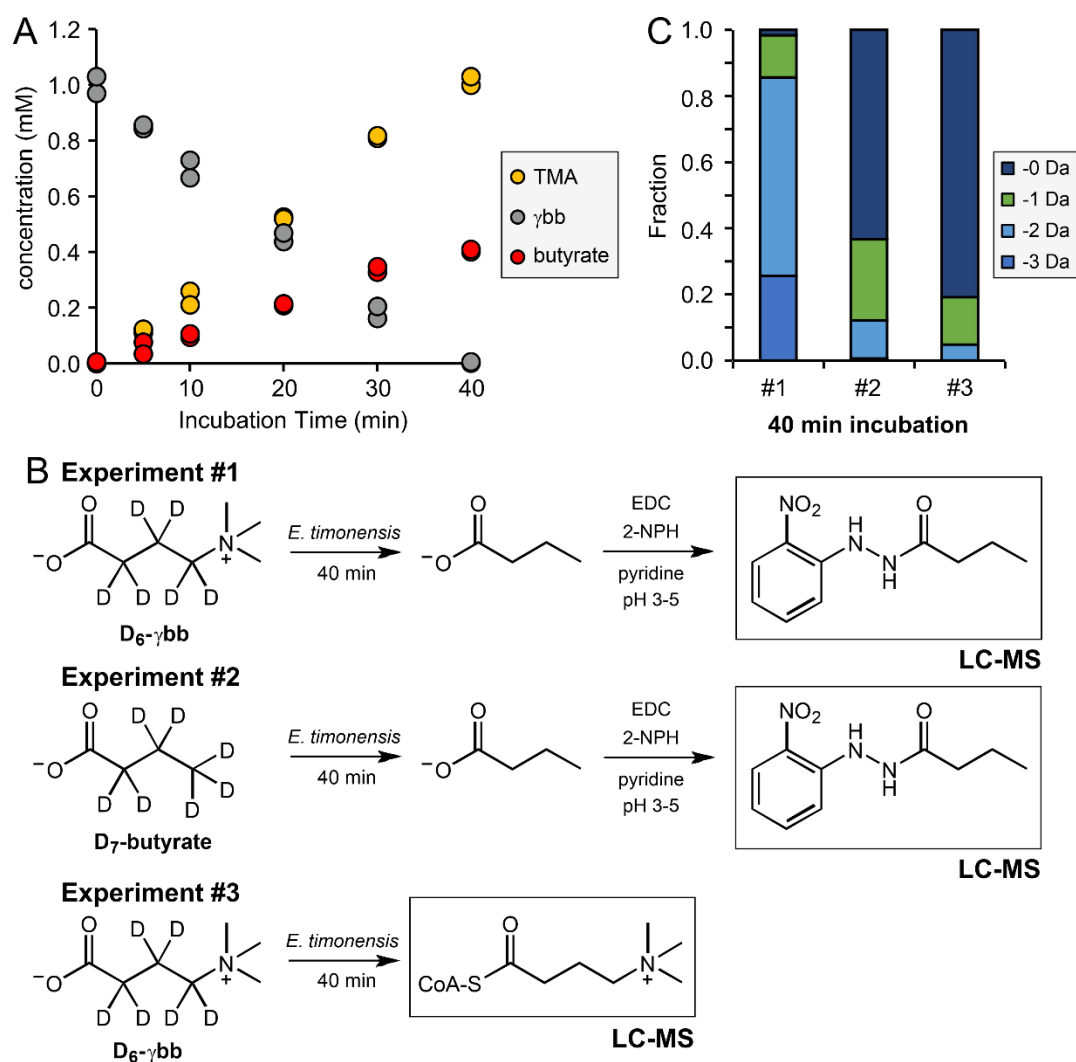

Figure S9. (A) Butyrate production during an incubation of 1 mM γbb in a resting suspension of *E. timonensis* SN18 cells grown in the presence of γbb. (B) Experimental conditions for results shown in panel C. Experiment #1 represents the mass spectrum of derivatized butyrate from a resting cell suspension of γbb-induced *E. timonensis* SN18 incubated with 1 mM D₆-γbb for 40 min. Experiment #2 represents the mass spectrum of derivatized butyrate from a resting cell suspension of γbb-induced *E. timonensis* SN18 incubated with 1 mM D₇-butyrate for 40 min. Experiment #3 represents the mass spectrum of γbb-CoA from a resting cell suspension of γbb-induced *E. timonensis* SN18 incubated with 1 mM D₆-γbb for 40 min. (C) Isotopolog distribution of metabolite products detected by LC-MS from the three experiments described in panel B.

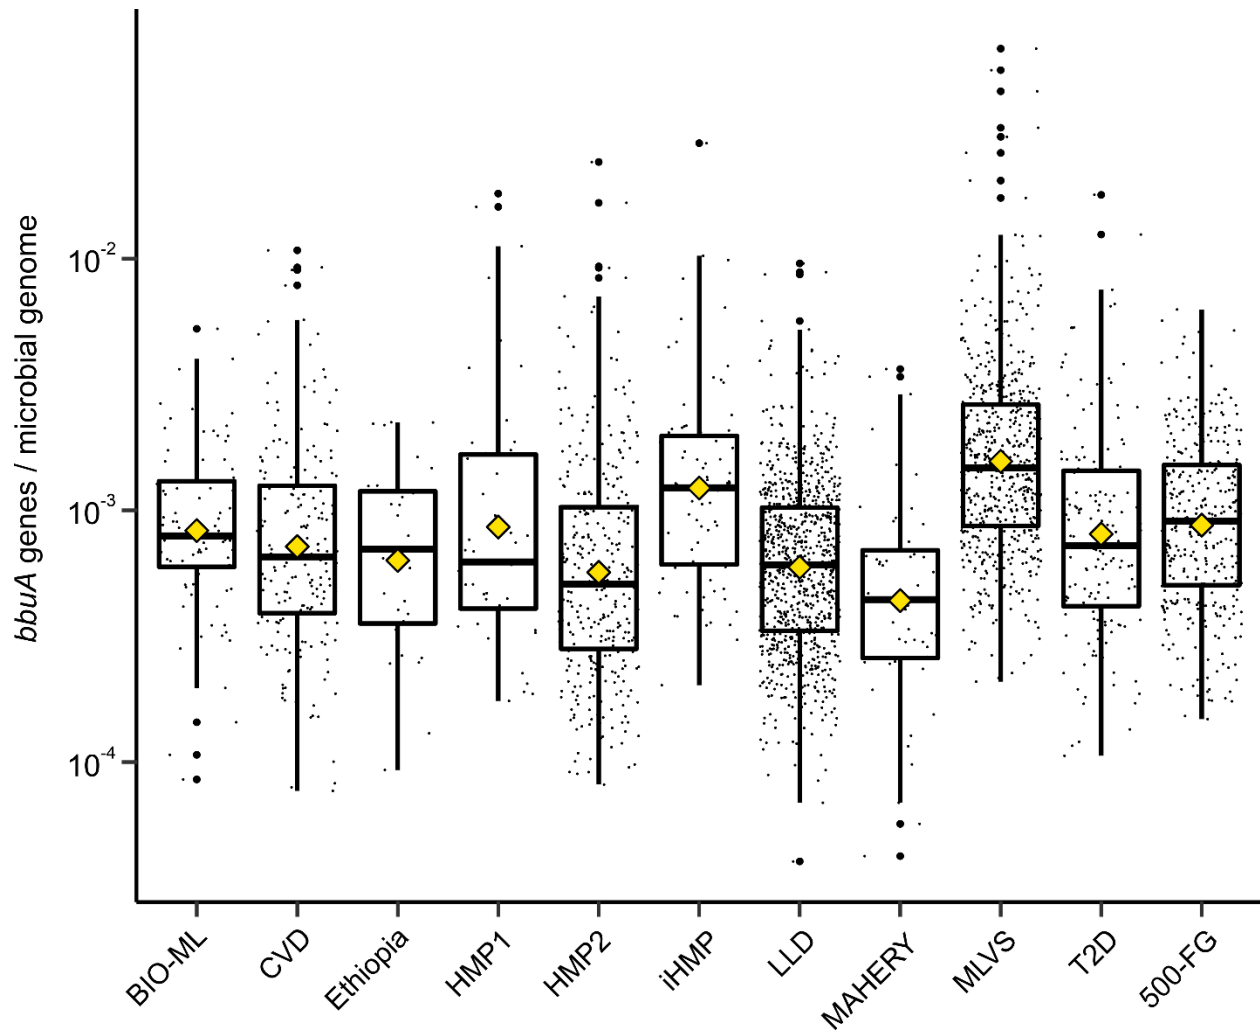

Figure S10. Abundance of the *buA* gene in stool metagenomes collected from various human studies. Mean values are represented by yellow diamonds.

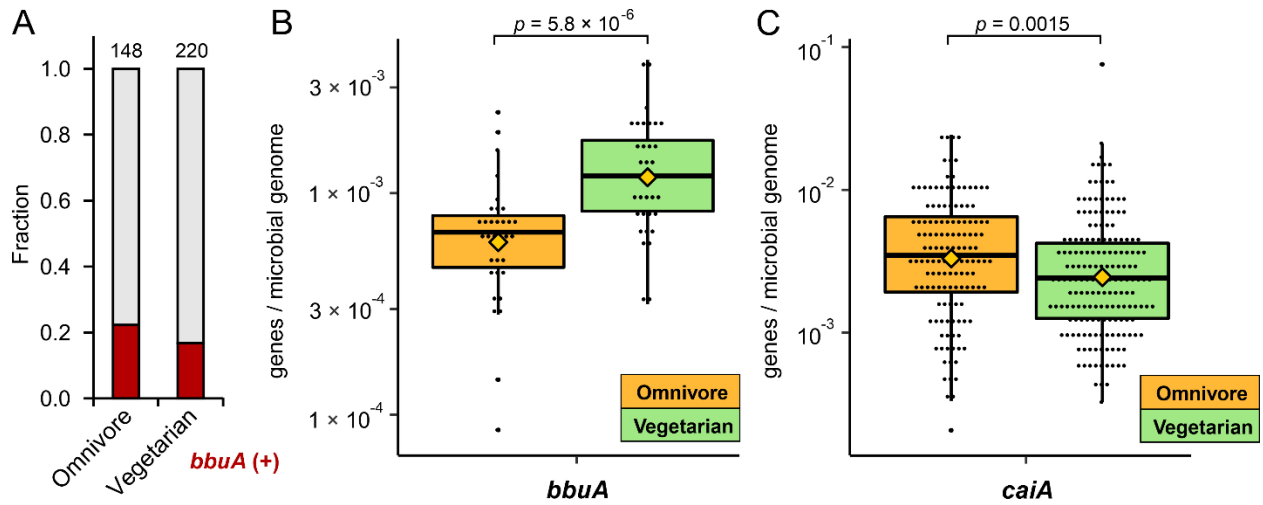

Figure S11. Correlation between γ bb metabolism and diet. (A) Fraction of samples positive and negative for the *bbuA* gene in stool metagenomes of self-reported omnivores and vegetarians from the BIO-ML study. Comparison of (B) *bbuA* or (C) *caiA* gene abundance in stool metagenomes of self-reported omnivores and vegetarians from the BIO-ML study. Mean values are represented by yellow diamonds and *p*-values were determined using the Mann-Whitney *U*-test.

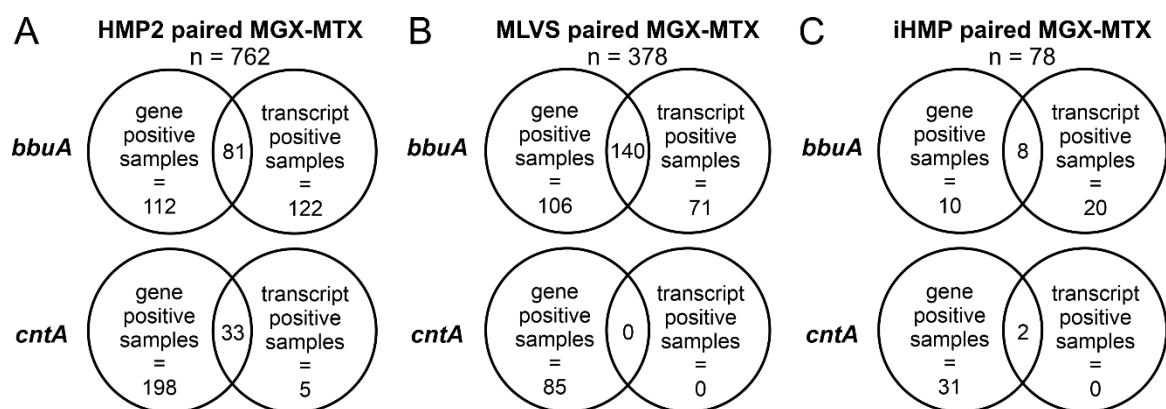

Figure S12. Overlap of stool samples from the (A) HMP2, (B) MLVS, and (C) iHMP cohorts that are positive for the *bbuA* or *cntA* gene and/or transcripts.

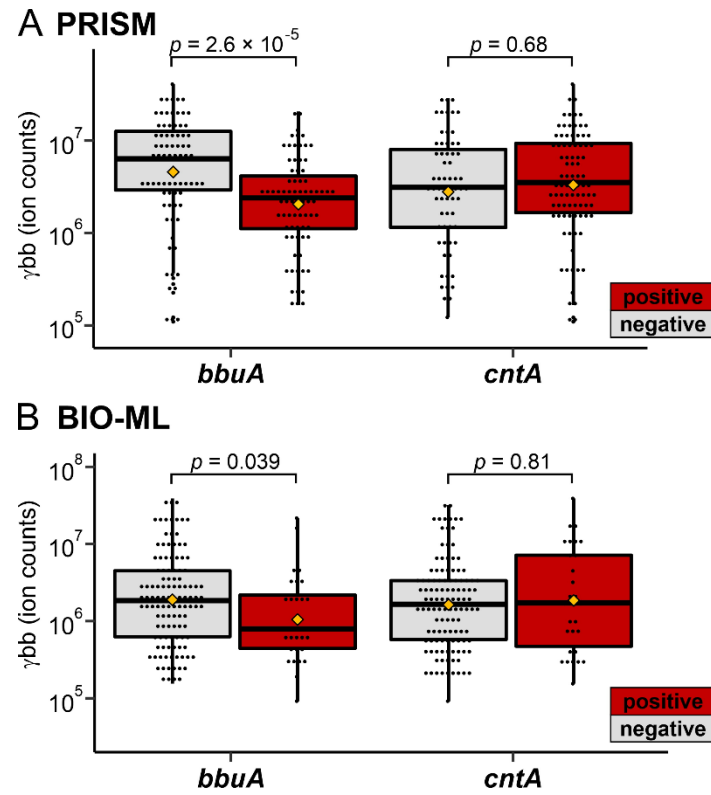

Figure S13. Correlations between the presence of *bbuA* or *cntA* in metagenomes and γbb metabolite levels in stool samples from the (A) PRISM and (B) BIO-ML cohorts. Mean values are represented by yellow diamonds and p -values were determined using the Mann-Whitney U -test.

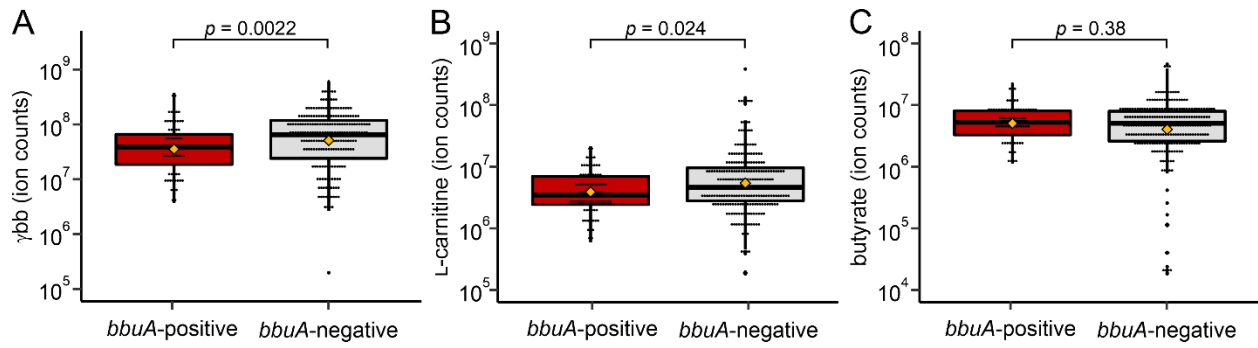

Figure S14. Correlations between the presence of *bbuA* in metatranscriptomes and levels of (A) γ bb, (B) L-carnitine and (C) butyrate in stool metabolomes from the HMP2 projects. Mean values are represented by yellow diamonds and *p*-values were determined using the Mann-Whitney *U*-test.

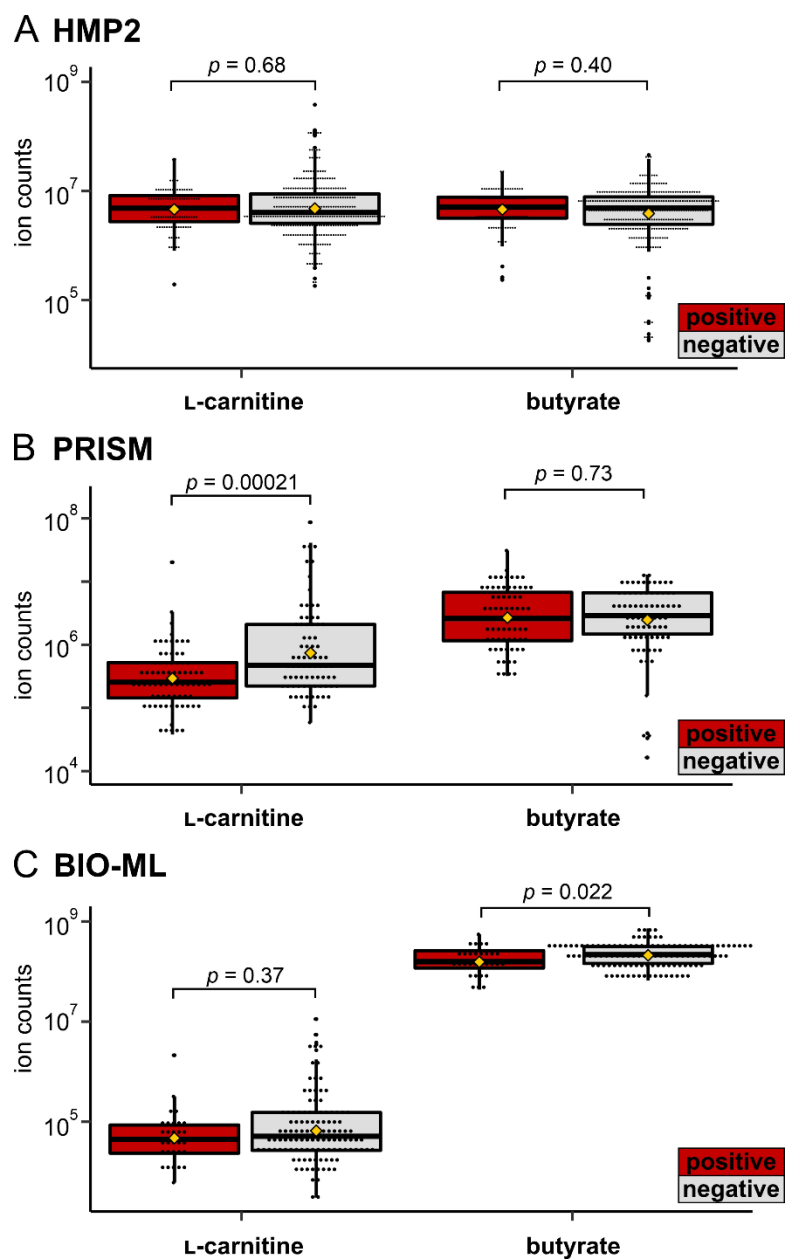

Figure S15. Correlations between the presence of *bbuA* in metagenomes and L-carnitine (orange) or butyrate (green) metabolite levels in stool samples from the (A) HMP2, (B) PRISM, and (C) BIO-ML projects. Mean values are represented by yellow diamonds and p -values were determined using the Mann-Whitney U -test.

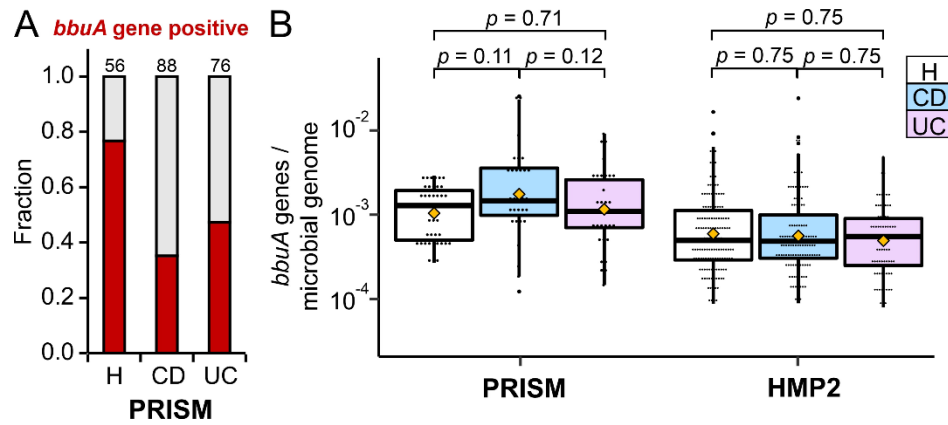

Figure S16. (A) Proportion of samples positive or negative for the *bbuA* gene in the PRISM Crohn's disease (CD) and ulcerative colitis (UC) cohorts compared to healthy (H) controls. (B) Abundance of the *bbuA* gene in IBD cohorts compared to healthy controls in the PRISM and HMP2 studies. Mean values are represented by yellow diamonds and p -values were determined using the Mann-Whitney U -test.

Dataset S1 (separate file). *E. timonensis* RNA-sequencing data statistics and gene expression (RPKM) data.

Dataset S2 (separate file). 

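Dataset S2 gives the RPKM of each homolog as the mean of 3 replicates per condition, on the scale of the deposited table, which is 1000 times smaller than RPKM per kilobase. For each of the 13 genes and 6 conditions, the mean of the deposited values differed from that of Dataset S2 by less than the replicate spread or by less than 1.5 times. The genes listed are homologs, by annotation, of enzymes that take crotonyl-CoA to 3-hydroxybutyryl-CoA and acetoacetyl-CoA, or reduce it to butyryl-CoA. They include genes annotated as the 3-hydroxyacyl-ACP dehydratase FabZ (BN6539_RS15815) and as a 3-hydroxybutyrate dehydrogenase (BN6539_RS14890). The RNA values do not show which reaction each product catalyzes. RPKM divides reads by coding length and library size, so the reads of the bbu genes enter the divisor of every other gene. Across all tested genes, the median log2 change with γbb was −0.12 in trial A and −0.15 in trial B when no scaling was applied to the deposited values.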

Homologs of enzymes responsible for crotonyl-CoA metabolism in *E. timonensis* and corresponding gene expression data from RNA-seq.

Dataset S3 (separate file). List of isolate genome collections and MAGs analyzed for the presence of the *bbu* genes. MAGs containing *bbu* gene clusters are provided, including information about study and sample of origin, completeness, contamination, and taxonomy classification.

Dataset S4 (separate file). List of human studies with metagenomics datasets used for bioinformatic analyses.

Dataset S5 (separate file). Primer sequences and accession codes of gene sequences used in molecular cloning.

Dataset S6 (separate file). BbuA protein sequences used for bioinformatic analyses.

How the deposited data were processed for this re-analysis (not part of the article)

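RNA of E. timonensis SN18 was sequenced in 18 libraries, 3 per condition, from cultures harvested 45 min after an addition. Trial A held vehicle and γbb added at an optical density of 0.7, and trial B held vehicle, γbb, DL-carnitine and GABA added at 0.5. Trial and cell density thus go together and cannot be separated. Samples were assigned to conditions from their labels and the methods.

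The authors made RNAtag-Seq libraries from RNA depleted of rRNA, aligned the reads with BWA to the E. timonensis genome, assigned them to annotated features on both strands with custom scripts, and compared conditions with the Wald test of DESeq2, as the methods state without versions. The deposited values are RPKM, computed by the authors from these read counts with each replicate kept apart. Worked out from the values, each RPKM value is the reads of a feature divided by its length in bases and by the reads in coding sequences plus 1000000, per 1000000, which makes it 1000 times smaller than RPKM per kilobase and lowers it by 6.52% to 20.7% depending on the depth of the library. The paper's text does not state this formula. Multiplying back gave values within 0.05 of a whole number of reads for at least 99.85% of the values below 2000 reads in every library. Reads and alignments were not available, so alignment and counting were taken as deposited, and no reference genome was at hand. Gene names are those of the paper, and other genes carry the locus tag and product of the deposited table.

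From the table, CPM was computed as the deposited value times the length and divided by median-of-ratios size factors over the libraries of the trial. Coding sequences with a mean of at least 1 CPM in the trial were tested on log2(CPM + 0.1) with limma 3.58.1 in R 4.3.3, with a trend of variance on mean, two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.01 on adjusted p as in the paper's figures. Fold changes on this scale are understated for genes near 0.1 CPM. Trial A was fitted on its own, and the 4 conditions of trial B shared 1 fit, from which γbb, DL-carnitine and GABA were each compared with vehicle and with each other. The difference between the effects of γbb in the 2 trials was tested as an interaction over their 12 libraries. The paper gives no threshold for highly and differentially expressed. A log2 fold change of at least 2 was set here for strong induction, which does not measure how abundant a transcript is. Intervals are 95% intervals from limma.

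Of 21 gene lists, the 20 with at least 2 tested members were tested with camera at a preset correlation of 0.01, in limma, and again with an estimated correlation, with adjustment over the 20 lists. Antisense rows were tested in the same way with the size factors of the coding sequences. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and the plot was drawn with matplotlib 3.10.9.

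The sample groups, the tests, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined, although the values in Dataset S1 for trial A and the top of trial B, and those in Dataset S2, had been seen by then. The rule names every gene the paper names or lists and 2 to 4 members of each gene list described. For each comparison with vehicle, it also names the 10 genes with the largest rise and the 10 with the largest fall. These were taken among genes past the threshold with a mean of at least 10 CPM and no overlap between treated and vehicle libraries. Some of the genes that the rule names are not described in the text. The alternatives were no scaling beyond the deposited values, upper-quartile scaling, 0.02 or 0.5 CPM added in place of 0.1, no filter or a mean of at least 5 CPM, limma without the trend, limma-voom on recovered reads, a threshold of 0.05, the replicate number as a block, only the 2 groups compared, and each library left out in turn. Chosen after seeing the data were the interaction with a block and with each library left out, the thinning of libraries to 1 depth for 6 heat-shock genes, and the test of antisense rows.

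Reads in coding sequences per library ranged from 3838633 to 14335364. The test was checked on simulated data with the depths of these libraries, in which genes were changed by a known factor. At 2-fold it recovered 96.0% of changed genes in trial A, 100% with γbb in trial B and 91.8% with GABA, and at 1.5-fold it recovered 75.5%, 64.0% and 57.1%, with 0 false calls. The simulated libraries share the model's form of variation and have the same dispersion for all genes, 0.00684 in trial A and 0.00988 in trial B. Recovery in the real libraries may thus be lower and false calls may be more. Intergenic regions and structural RNAs were not tested.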

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

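Of the tests in this part, the one on library depth was set before its result was seen. The tests on scaling, on single libraries and on cell density, those for BN6539_RS08380 and BN6539_RS08415, the antisense comparison and the splits of the libraries were chosen after the results were seen.

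Of 18 chaperone and heat-shock genes, 6 rose more with γbb in trial A than in trial B by the interaction test in limma and 12 did not pass, among them GrpE (BN6539_RS13940; 1.23, adjusted p = 0.0327) and the Hsp90 gene BN6539_RS07785 (−0.09, adjusted p = 0.906), and the list was higher as a set (camera, adjusted p = 4.42e-15, and 0.0284 with an estimated correlation). For the 6 that passed in limma, the log2 fold changes in trial A exceeded those in trial B by 1.22 for GroES (BN6539_RS07510), 1.14 for GroEL (BN6539_RS07515), 1.13 for HrcA (BN6539_RS13935), 1.21 for DnaK (BN6539_RS13945), 1.17 for DnaJ (BN6539_RS13950) and 1.47 for HtpG (BN6539_RS19640), with adjusted p from 3.11e-04 to 0.00285, and HrcA missed the threshold without γbb trial A replicate 2 (1.12, adjusted p = 0.0139), vehicle trial A replicate 2 (1.11, 0.0130) or 3 (1.05, 0.0122), or γbb trial B replicate 2 (1.13, 0.0148) or 3 (1.07, 0.0139). These 6 genes were chosen because they passed, so their medians say nothing about the other 12. The median difference was 1.21 after all libraries were thinned to 7027701 reads. Thinning mainly adds noise and was not expected to shift these ratios, so it cannot decide on library depth. With no scaling or upper-quartile scaling the median difference was at least 1.18, which for these 6 genes argues against scaling. It was at least 1.09 with any trial A library left out. Genes chosen for passing in these same libraries would tend to keep their difference, so this test on single libraries is weak. Cell density at the addition stays open, with 1 trial at each density, so it cannot be told apart from anything else that differed between the trials. In 100 splits of the libraries, 5, the real one included, called at least as many genes as the real 8, the highest being 1010. Splits that move libraries between γbb and vehicle mix the effect of γbb itself into the difference between trials. They are thus no measure of chance for this difference, and chance stays open for the number of genes called.

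BN6539_RS08380, next to bbuA on the opposite strand, fell with γbb at −3.86 in trial A and −4.04 in trial B, a gene outside those the paper discusses. The reads taken by the bbu genes would lower all other genes alike, and with no scaling the median log2 fold change of all tested genes in trial A was −0.12. If its reads with vehicle were strays from transcripts of the other strand that fell with γbb, antisense reads over BN6539_RS08380 would be at least as many as its own, and while they also fell, at −1.65 in trial A and −1.72 in trial B, they were at most 4.75% of its own reads in vehicle cultures. Both values argue against these technical explanations. Regulation of BN6539_RS08380 by γbb may account for the fall and was not tested further, and the reference sequence and gene model could not be examined.

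Antisense reads over BN6539_RS08415, the gene after bbuF on the opposite strand, rose with γbb at 6.40 in trial A and 5.41 in trial B, in data the paper does not report on. They rose from 23.7 ± 3.55 to 1998 ± 93.1 CPM (SD, n = 3) in trial A. Reads of BN6539_RS08415 itself were at most 0.0156% of the antisense reads in induced cultures, which argues against reads assigned to the wrong strand. The antisense log2 fold changes differed from those of bbuF by at most 0.16 with γbb in both trials and with DL-carnitine, so transcripts that run past the end of bbuF are a candidate explanation. This gene was picked after its values were seen.

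Other results differed between the trials or lie outside what the paper discusses. The effect of γbb was larger in trial A by 0.90 for bbuE (BN6539_RS08405; standard error 0.12, adjusted p = 0.00285 from limma) and by 2.23 for ribD (BN6539_RS20350; standard error 0.32, adjusted p = 0.00435). The other bbu and riboflavin genes also had larger log2 fold changes in trial A but did not pass the interaction test. For bbuA they were 7.65 and 6.87 in trials A and B, and for riboflavin synthase 6.70 and 4.26. For bbuE the levels with γbb were 21134.5 to 21617.4 CPM per library in trial A and 18727.5 to 21023.2 CPM in trial B. With vehicle they were 201 to 208 CPM and 315 to 419 CPM. For bbuE the call was lost without γbb trial A replicates 1 and 2, any vehicle trial A library, or γbb trial B replicates 1 and 3 (0.86 to 0.91, adjusted p from 0.0103 to 0.0162). For ribD it was lost in limma-voom (2.25, adjusted p = 0.154) and without any γbb library of either trial or vehicle trial A replicates 1 and 2 (2.06 to 2.33, adjusted p from 0.0130 to 0.0273). BN6539_RS14920, a hypothetical protein gene that the paper does not discuss, rose with γbb at 6.93 in trial A and 5.39 in trial B. Antisense reads over BN6539_RS20370, the gene after ribH, rose with γbb at 4.67 in trial A (58.3 ± 14.6 CPM against 2.19 CPM with vehicle, adjusted p = 2.58e-14 from limma), a gene picked after its values were seen.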

How the results depend on the processing

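In the alternatives run, 2163 values of single genes and gene lists kept their direction and side of the threshold, 189 no longer passed, 25 newly passed and 11 reversed. Counts of genes stayed within 1.5 times the main count in 545 settings and moved further in 121. Where no value or the setting's construction shows it, the cause was not tested. The 6 bbu genes passed with γbb and DL-carnitine in all settings. A group left with 2 libraries borrows its spread from the others.

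Without scaling, the median log2 fold change of all genes was −0.12 in γbb trial A, −0.15 in γbb trial B and −0.17 with DL-carnitine, and numbers higher and lower became 174 and 653 (main 324 and 298), 49 and 307 (125 and 131), and 15 and 274 (23 and 21). With GABA they became 1 and 0 (0 and 0). Between γbb and GABA they became 39 and 344 (152 and 100), between γbb and DL-carnitine 3 lower (6), and between DL-carnitine and GABA 72 lower (1). With upper-quartile scaling, 11 genes were lower with DL-carnitine, 1 was higher with GABA and 11 were higher with γbb than with DL-carnitine (18). Without the trend in limma, the numbers were 122 and 74 in γbb trial A, 67 and 60 in γbb trial B, 10 and 2 with DL-carnitine, 6 and 1 between γbb and DL-carnitine, 72 and 55 between γbb and GABA, 2 lower between DL-carnitine and GABA, and 3 higher in the interaction (8). At a threshold of 0.05 they were, by construction, 575 and 555, 355 and 342, 177 and 192, 28 and 8 with GABA, 104 and 54 between γbb and DL-carnitine, 321 and 285 between γbb and GABA, 21 and 23 between DL-carnitine and GABA (10 and 1), and 2 lower in the interaction (0). Without a filter, 13 were higher and 12 lower with DL-carnitine, and with at least 5 CPM 2 were lower between DL-carnitine and GABA. With only the 2 groups fitted, which uses fewer libraries, they were 53 and 50 in γbb trial B, 7 and 1 with DL-carnitine, 57 and 14 between γbb and DL-carnitine, and 253 and 185 between γbb and GABA. With a replicate block, 36 and 40 passed with DL-carnitine and 34 and 13 between γbb and DL-carnitine, but the libraries are known to share only a number: after removing group means, r between libraries of the same number had a median of 0.190 in trial A (lowest 0.0487, other pairs −0.0924) and 0.104 in trial B (−0.225 to 0.522, other pairs −0.0439), and 5 of 6 and 7 of 12 libraries correlated best with their own number.

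With each library left out, the numbers higher and lower were 185 to 371 and 157 to 399 in γbb trial A, 41 to 233 and 38 to 173 in γbb trial B, 7 to 138 and 0 to 103 with DL-carnitine, 0 to 67 and 0 to 30 with GABA, 4 to 11 and 1 to 3 between γbb and DL-carnitine, 53 to 80 and 41 to 50 between γbb and GABA, 1 to 2 lower between DL-carnitine and GABA, and 5 to 31 and 0 to 23 in the interaction. Genes with a log2 fold change of at least 2 numbered 10 to 16 in γbb trial B, 7 to 11 with DL-carnitine and 0 to 1 with GABA. Those at −2 or below numbered 1 to 2 in γbb trial A, and gene lists higher with GABA 1 to 2. The highest numbers against vehicle in trial B came without vehicle replicate 1. After removing group means, that library correlated with replicate 1 of DL-carnitine (r = 0.522) and of GABA (r = 0.516), but not of γbb (r = −0.0046). Its deviation is thus partly shared with treated libraries of the same number. Libraries of different numbers also reached such values, with r = 0.540 between vehicle replicate 3 and DL-carnitine replicate 2.

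The reversals run were all of values that did not pass. In γbb trial B, GroES (BN6539_RS07510) went from 0.07 to −0.084 unscaled and ranged from −0.016 to 0.14 with a library left out, and DnaJ (BN6539_RS13950) went from −0.01 to 0.023 with upper-quartile scaling and ranged from −0.081 to 0.041. With GABA and a library left out, ribD (BN6539_RS20350; main −0.07) ranged from −0.33 to 0.11 and riboflavin synthase (BN6539_RS20355; main −0.99) from −1.70 to 0.023.

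Depth limits the precision of genes with few reads: riboflavin synthase, at 0.785 CPM with vehicle in trial B, had a standard error of 0.71 on the log2 scale with γbb, against 0.16 for bbuA at 774 CPM.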

Differences from the paper's values

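Of 21 log2 fold changes of trial A held in Dataset S1 or S2, 11 differed from those computed here by more than the larger standard error. Of 13 of trial B held in Dataset S1, 11 did. In each trial these 11 were the bbu genes, the riboflavin genes and BN6539_RS14920. The paper's errors are standard errors of its log2 fold changes. Dataset S1 was available only in part, with 1997 of 4322 genes of trial A, 970 of 4323 lines of trial B, and none for DL-carnitine or GABA. The 78 RPKM means of Dataset S2 (13 in each condition) did not differ.

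In trial A, the paper's log2 fold change was 7.52 for bbuA (BN6539_RS08385; 7.65 here), 6.88 for bbuB (BN6539_RS08390; 7.03), 6.83 for bbuC (BN6539_RS08395; 6.93), 6.68 for bbuD (BN6539_RS08400; 6.80), 6.63 for bbuE (BN6539_RS08405; 6.72) and 6.31 for bbuF (BN6539_RS08410; 6.40). Of the alternatives set before the data were examined, the threshold of 0.05, the 2 filters, limma without the trend and the replicate block leave a log2 fold change as it is, so they are no test of these values. For these 6 genes, of the 11 that can change it, the value fell within the paper's only with the deposited RPKM without further scaling, at 7.52, 6.90, 6.81, 6.67, 6.59 and 6.27. The paper's value was 5.23 for BN6539_RS14920 (6.93 here), 5.15 for ribD (BN6539_RS20350; 6.55), 4.76 for riboflavin synthase (BN6539_RS20355; 6.70), 4.71 for ribBA (BN6539_RS20360; 5.45) and 4.25 for ribH (BN6539_RS20365; 5.02). None of the 11 alternatives reached these, at 6.09 to 7.41, 5.96 to 6.70, 5.79 to 7.17, 5.13 to 5.64 and 4.78 to 5.17.

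In trial B, the paper's log2 fold change was 5.90 for bbuA (6.87 here), 5.41 for bbuB (6.18), 5.23 for bbuC (6.02), 5.28 for bbuD (5.93), 5.40 for bbuE (5.81) and 4.88 for bbuF (5.47). The paper's value was 2.24 for ribD (4.32 here), 1.08 for riboflavin synthase (4.26), 1.37 for ribBA (3.68), 0.98 for ribH (3.64) and 1.77 for BN6539_RS14920 (5.39). None of the alternatives set before the data were examined that can change a log2 fold change reached these. They gave 6.72 to 7.09 for bbuA, 6.03 to 6.38 for bbuB, 5.87 to 6.24 for bbuC, 5.78 to 6.12 for bbuD, 5.66 to 5.94 for bbuE, 5.32 to 5.65 for bbuF, 3.92 to 4.49 for ribD, 3.68 to 4.60 for riboflavin synthase, 3.43 to 3.91 for ribBA, 3.26 to 4.16 for ribH and 4.96 to 5.62 for BN6539_RS14920.

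The paper states that both gene sets rose with DL-carnitine. Here all 6 bbu genes passed with DL-carnitine, while of the 4 riboflavin genes ribD passed and the others, all with positive log2 fold changes, did not. Of these, ribBA passed with the deposited values unscaled (1.00, adjusted p = 0.00888 from limma), without vehicle replicate 1 (1.19, adjusted p = 0.00829) and at a threshold of 0.05. The paper states that these genes did not rise with GABA. None passed here, except that all 6 bbu genes passed without vehicle replicate 1 and when adjusted over the list alone, and bbuE (BN6539_RS08405; 0.55, adjusted p = 0.0473 from limma) passed at a threshold of 0.05. The paper states that 2 sets of genes stood out with γbb. At a log2 fold change of at least 2 these were 10 of 11 genes here in each trial, and the other was BN6539_RS14920. With 1 library left out, 10 to 16 genes reached that level in trial B. The paper gives no threshold for this statement.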

Other observations

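The direct comparisons and gene lists hold further responses of E. timonensis. Ribosomal protein genes, 54 tested, were higher with γbb than with GABA for 22 genes and lower for 1 (camera, adjusted p = 4.65e-17, and adjusted p = 0.31 with an estimated correlation). Against vehicle in trial B, the list was lower with DL-carnitine (camera, adjusted p = 1.01e-11, and 0.525 with an estimated correlation) and with GABA (camera, adjusted p = 2.64e-19, and 0.417 with an estimated correlation). However, only 1 member fell with DL-carnitine and none passed with GABA. That member, RimO (BN6539_RS19345), is annotated as a ribosomal protein methylthiotransferase, an enzyme and not itself a ribosomal protein. Membership in this list rests on the annotation. With γbb in trial B the list did not pass (camera, adjusted p = 0.0130, and 0.635 with an estimated correlation; 0 of 54 higher and 1 lower), but it was higher without γbb replicate 3, vehicle replicate 2 or vehicle replicate 3 (camera, adjusted p of 0.00262, 2.30e-06 and 0.00118) and with no filter (0.00643), and the value was 0.974 without vehicle replicate 1. Aminoacyl-tRNA ligases were lower as a list with DL-carnitine (camera, adjusted p = 8.1e-05, and 0.051 with an estimated correlation; 3 of 21 lower) and with GABA (camera, adjusted p = 5.26e-05, and 0.183 with an estimated correlation; 0 of 21 past). With γbb in trial A, 2 of the 21 ligases rose and 5 fell, with tryptophan--tRNA ligase (BN6539_RS20510) at 1.15, and the list did not pass (camera, adjusted p = 0.134). The F0F1 ATP synthase list was higher with DL-carnitine (camera, adjusted p = 0.00296, and 0.051 with an estimated correlation), with no member past the threshold in limma.

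Several lists near the chemistry of γbb did not pass in trial A by camera. Of 25 tested genes of butyrate and acetyl-CoA metabolism, 2 rose and 3 fell (adjusted p = 0.404). None of 11 genes of electron transfer flavoproteins and the Rnf complex passed in limma (adjusted p = 0.251 for the list), and of 30 ferredoxin genes 5 rose and 1 fell (adjusted p = 0.507). None of 4 methylamine genes and none of 4 genes of GABA and 4-hydroxybutyrate metabolism passed in limma (adjusted p = 0.583 and 0.586 for the lists). Of 26 efflux genes, 3 rose and 1 fell (adjusted p = 0.117), with a MATE transporter (BN6539_RS05290) at 1.30 in trial A and 1.19 in trial B. Of 48 amidohydrolases, 4 rose and 3 fell (adjusted p = 0.479), of 16 iron-sulfur cluster genes 1 rose and 4 fell (adjusted p = 0.251), and of 10 genes of the SOS response 1 rose (adjusted p = 0.165). Of 16 sporulation genes 1 rose and 2 fell (adjusted p = 0.484), and of 37 phage genes 1 rose and 2 fell (adjusted p = 0.964). The genes BN6539_RS08010 (ABC transporter ATP-binding protein), BN6539_RS08015 (ABC transporter permease), BN6539_RS08020 and BN6539_RS08025 fell together with γbb in trial B, between −1.11 and −0.94.

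The comparisons of trial B share their vehicle libraries, which alone makes their fold changes correlate across genes. Between γbb and DL-carnitine, r was 0.78 across 3663 genes and 0.69 without the bbu genes, against 0.51 in 20 simulations with no effect. In both, 14 genes were higher and 19 lower, where 0.785 and 0.751 would be shared if the calls were independent. With the vehicle libraries shared, the calls are not independent, so these 2 numbers are too low as an expectation. The overlap was not simulated. Between γbb and GABA r was 0.34 (0.50 simulated), and between DL-carnitine and GABA 0.50 (0.50 simulated). The covariances were 0.139, 0.0393 and 0.0504, against 0.0220, 0.0214 and 0.0218 simulated. With 3 vehicle libraries, the vehicle could not be split into groups of at least 2 to remove this.

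The splits of the libraries were chosen after the results were seen. With 3 libraries against 3 there are 10 splits, which are too few for a share under 0.05. The real split called 622 genes with γbb in trial A and 256 in trial B, where the highest of the others called 0. It called 44 with DL-carnitine (highest other 6), 24 between γbb and DL-carnitine, 252 between γbb and GABA and 11 between DL-carnitine and GABA (highest other 0 for each). In each of these, 1 of the 10 splits, the real one, reached the real number. Every other split mixes libraries of both conditions in each group, so any effect of the addition widens the spread within groups. Few calls are thus expected from them, and they do not measure chance. With GABA all 10 splits, the real one included, called 0 in limma, where 610 genes of the real split had an unadjusted p under 0.05 and limma-voom also called 0.

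On the antisense strand of coding sequences, 41 features were higher and 31 lower with γbb in trial A of 1511 tested, and 10 and 10 in trial B of 1465 tested. The first component of all libraries took 45.5% of the variance and the second component 34.5%.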
